# Bcl11b is essential for licensing Th2 differentiation during helminth infection and allergic asthma

**DOI:** 10.1038/s41467-018-04111-0

**Published:** 2018-04-26

**Authors:** Kyle J. Lorentsen, Jonathan J. Cho, Xiaoping Luo, Ashley N. Zuniga, Joseph F. Urban, Liang Zhou, Raad Gharaibeh, Christian Jobin, Michael P. Kladde, Dorina Avram

## Abstract

During helminth infection and allergic asthma, naive CD4^+^ T-cells differentiate into cytokine-producing Type-2 helper (Th2) cells that resolve the infection or induce asthma-associated pathology. Mechanisms regulating the Th2 differentiation in vivo remain poorly understood. Here we report that mice lacking Bcl11b in mature T-cells have a diminished capacity to mount Th2 responses during helminth infection and allergic asthma, showing reduced Th2 cytokines and Gata3, and elevated Runx3. We provide evidence that Bcl11b is required to maintain chromatin accessibility at Th2-cytokine promoters and locus-control regions, and binds the *Il4* HS IV silencer, reducing its accessibility. Bcl11b also binds *Gata3*-intronic and downstream-noncoding sites, sustaining the* Gata3* expression. In addition, Bcl11b binds and deactivates upstream enhancers at *Runx3* locus, restricting the Runx3 expression and its availability to act at the *Il4* HS IV silencer. Thus, our results establish novel roles for Bcl11b in the regulatory loop that licenses Th2 program in vivo.

## Abstract (web summary)

Th2 cells are critical in the resolution of helminth infection and allergy. Here the authors show that Bcl11b is required to license the Th2 program of helper T cell differentiation and restrict alternate lineage gene expression using in vivo models of helminth infection and asthma.

## Introduction

The molecular pathways dictating effector cell differentiation from naive CD4^+^ T-cells are controlled by transcription factors that regulate the expression of lineage-specific genes. Several of these transcription factors act as pioneers and initiate large scale changes in genetic programs by altering the chromatin landscape to create accessible regions at promoters, enhancers, and locus-control regions (LCRs)^1^. Type-2 T-helper (Th2) cells are formed following the activation of naive CD4^+^ T-cells in the presence of IL-4, and are critical in helminth infections and allergic diseases including asthma^2^. IL-4 is known to activate the signal transducer and activator of transcription 6 (STAT6)^3^, which in turn induces expression of GATA3, a potent pioneer transcription factor that acts at the Th2-LCR, and Th2-cytokine promoters^4^. By enhancing the expression of IL-4, GATA3 enforces a positive feedback loop that stabilizes the Th2 lineage^2^. However, compared to the other T-helper effector lineages, our understanding of the mechanisms behind Th2 differentiation in vivo is incomplete. The role of the canonical IL-4/STAT6 pathway, which has been used in in vitro CD4^+^ T-cell polarization for many years, generated conflicting reports in vivo^5,^ and STAT6-independent mechanisms of Th2 differentiation have been identified^4^.

The Th2 cytokine locus, which contains the *Il4*, *Il5*, and *Il13* genes, is under the control of an LCR located within the 3′ end of the *Rad50* gene^6^. In vivo-deletion studies have shown that mice lacking the Th2 LCR have significantly impaired Th2 cytokine secretion and do not develop severe asthma^7^. The Th2 LCR contains four functionally distinct DNase hypersensitive sites (HSs), of which three are Th2 specific: *Rad50* (R) HS IV, V, and VII. RHS VII has been shown to be critical in forming a poised-chromatin structure, which initiates the long-range interactions between the LCR and the Th2-cytokine promoters^8^. RHS IV needs to have a transcriptionally active configuration promoted by SATB1^9^, while RHS V is needed to enhance the* Il4* transcription through interactions with the *Il4* promoter mediated by GATA3, OCT-1, and ETS-1^10^. In addition to the LCR, Th2 differentiation is controlled by a conserved silencer, downstream of the *Il4* gene at the HS IV^11^. During Th1 differentiation, the transcription factor Runx3 associates with the *Il4* HS IV silencer to block *Il4* transcription^12,13^. In addition, Runx3 attenuates the activity of GATA3 through direct interaction^14^.

Bcl11b functions both as a transcriptional repressor, when associated with the Nucleosome Remodeling and Deacetylase (Mi-2/NuRD) complex^15–17^, and as a transcriptional activator, when associated with the p300 histone acetyl transferase^18^. Bcl11b is expressed in thymocytes starting at the DN2 stage, playing major roles in the commitment to T-cell lineage. It further controls the beta and positive selection of thymoctes^19–23^ and is critical for the development of T-regulatory cells and iNKT cells^24–26^ (and reviewed in ref. ^27^). Bcl11b also controls cytotoxic T-cell function in bacterial and viral infections^28,29^, and is expressed in naive and effector CD4^+^ T-cells^23,28^. Bcl11b blocks GATA3 and IL4 in pathogenic Th17 cells during experimental autoimmune encephalomyelitis (EAE), thus controlling the plasticity of Th17 cells^30^. Bcl11b is also critical for type-2 innate lymphoid cell (ILC2s) development^31,32^, maintenance of their program and identity, as well as for the repression of type-3 ILC program in ILC2s^33^.

Here, we ascertain a new role for Bcl11b in the network of transcription factors that control differentiation of the Th2 lineage in vivo. We identified major defects in the capacity of Bcl11b-deficient T-helper cells to differentiate into Th2 cells in vivo, causing diminished responses to helminth infection and reduced severity of asthma. By evaluating the genome-wide binding of Bcl11b and comparing the changes in the transcriptome and chromatin accessibility, we established that Bcl11b-deficient T-helper cells fail to upregulate GATA3, express Runx3, and have enhanced chromatin accessibility at the *Il4* HS IV silencer, but reduced accessibility at Th2-cytokine LCR and Th2-cytokine promoters. We position Bcl11b as a direct negative regulator of *Runx3*-gene expression, by binding and blocking two upstream enhancers in Th2 cells and naive CD4^+^ T-cells. In addition, we found the Bcl11b binding to conserved *cis*-regulatory sites located in the introns and downstream to the *Gata3* locus. Thus, the reduction in GATA3, combined with increased Runx3 activity at the accessible *Il4* HS IV silencer and diminished IL-4 expression in the absence of Bcl11b, resulted in diminished chromatin opening at the Th2 LCR, and at the *Il13* and *Il5* promoters, followed by reduced Th2 cytokine expression. This cements Bcl11b as an important transcription factor in Th2 lineage licensing. In addition, Bcl11b-deficient Th2 cells showed abnormal expression of alternate-lineage genes, including those of Th17, Th1, and innate cells.

## Results

### Removal of Bcl11b in T-cells attenuates allergic asthma

Our previous studies have shown that in mice induced with EAE, the absence of Bcl11b in mature T-cells caused increased plasticity of Th17 cells by acquisition of GATA3 and IL-4^30^. However, we found that Bcl11b plays a critical role in ILC2s, promoting their program and preserving their identity^33^. Given these results, we investigated the role of Bcl11b during a house dust mite (HDM)-induced asthma, a Th2-mediated disease. For these studies, we used *Bcl11b*^*fl/fl*^ dLck-iCre mice, whose Cre-recombinase is under the distal *Lck* promoter, which becomes active only in mature T-cells^34^. We have previously shown that this late-deleting-Cre system removes Bcl11b in ~80% of the mature CD4^+^ T-cells, and does not cause the removal of Bcl11b in DP and single-positive thymocytes, allowing T-cells to reach normal maturity^28^.

Following sensitization and challenge with HDM extract derived from *Dermatophagoides pteronyssinus* (Supplementary Figure 1a), we found that *Bcl11b*^*fl/fl*^ dLck-iCre mice developed less severe lung pathology than wild-type (WT) mice, with substantially reduced leukocyte infiltration (Fig. 1a). Eosinophils, which are recruited to the lung during HDM-induced asthma, were present in significantly lower numbers in *Bcl11b*^*fl/fl*^ dLck-iCre mice (Fig. 1b and Supplementary Figure 1b). The frequency and absolute numbers of CD4^+^ T-cells were also significantly reduced in the lungs of *Bcl11b*^*fl/fl*^ dLck-iCre mice induced with HDM-asthma (Fig. 1c, d). The frequency of CD4^+^ T-cells within the mediastinal lymph nodes (mediLNs) was also reduced in *Bcl11b*^*fl/fl*^ dLck-iCre mice, however not as severely as in the lung (Supplementary Figure 1c). Taken together, these results demonstrate that the removal of Bcl11b from mature T-cells results in reduced pulmonary pathology after induction of allergic asthma, which was associated with reduced lung eosinophils and CD4^+^ T-cells.

**Fig. 1:**
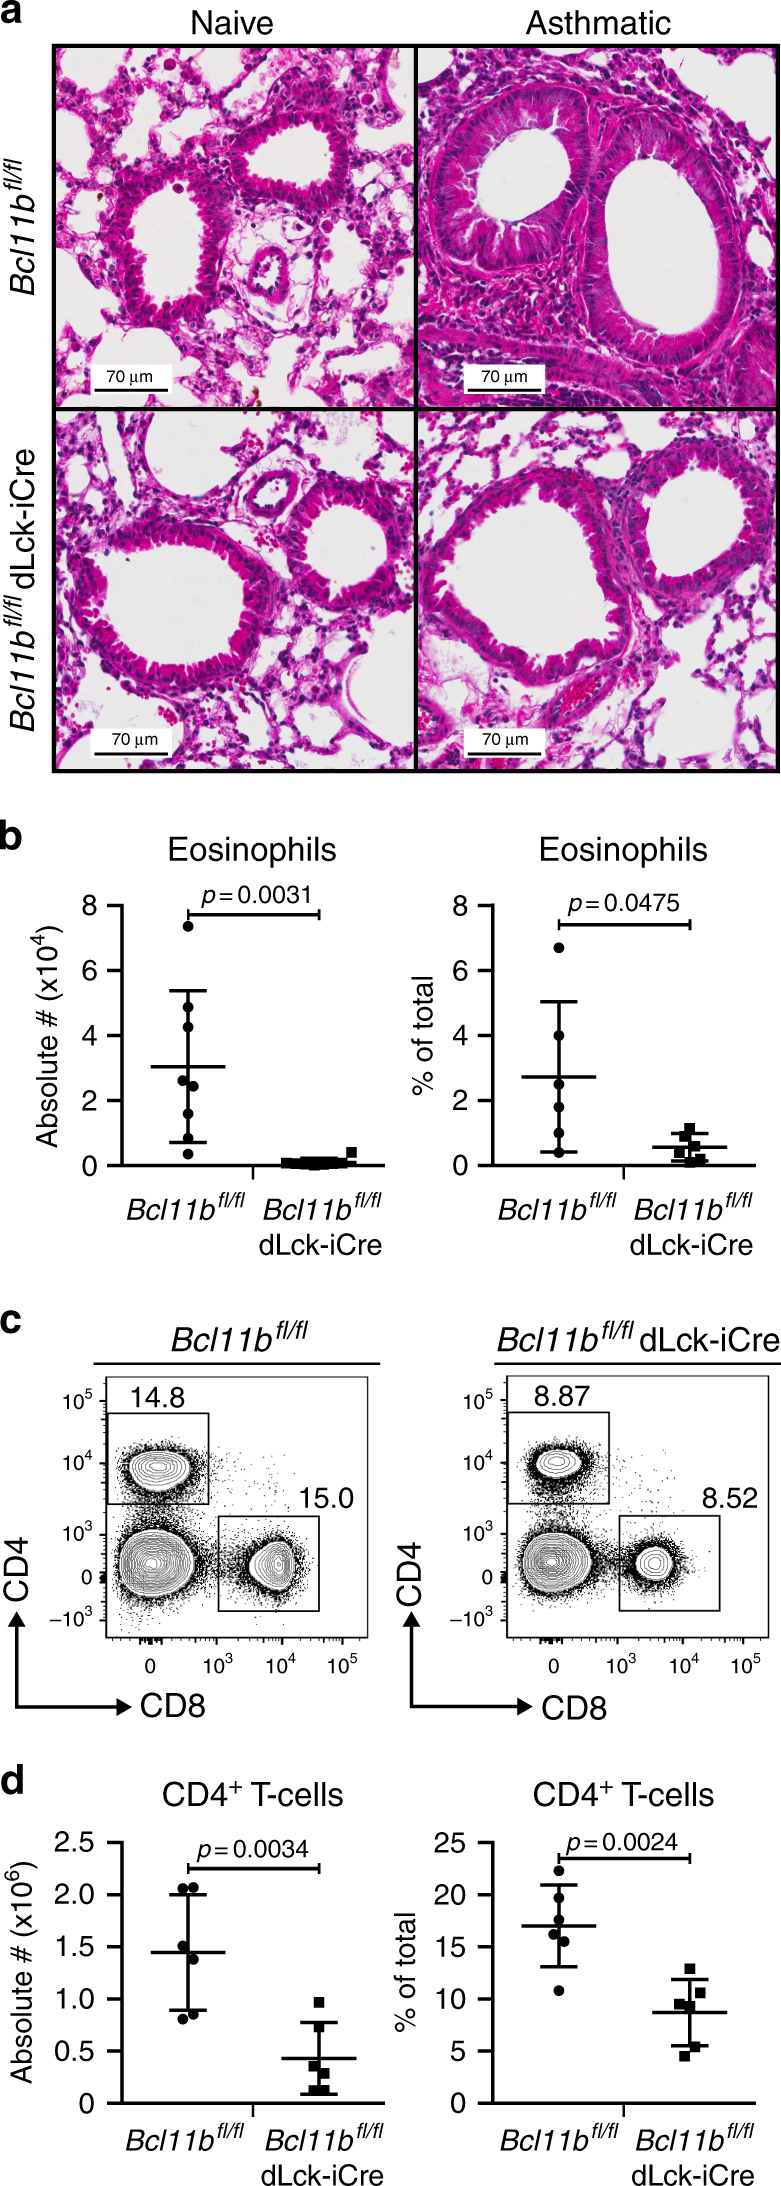
*Bcl11b*^*fl/fl*^ dLck-iCre mice have reduced pulmonary inflammation during allergic asthma. **a** H&E staining of the lung parenchyma sections from asthmatic (*n* = 4) and naive mice (*n* = 2) 29 days after the initial HDM sensitization. Data are representative of two independent experiments. **b** Absolute number (left panel) and frequencies (right panel) of eosinophils in the lung parenchyma of HDM-asthma-induced* Bcl11b*^*fl/fl*^ (*n* = 8) mice and *Bcl11b*^*fl/fl*^ dLck-iCre (*n* = 6) mice. Eosinophils were identified by gating, presented in Supplementary Figure 1b. Data are representative of three independent experiments. **c** Flow cytometry analysis of CD4^+^ and CD8^+^ T-cell populations in the lung parenchyma of the indicated groups of HDM-asthma-induced mice. **d** Absolute number (left panel) and frequencies (right panel) of CD4^+^ T-cells in the lung parenchyma of HDM-asthma-induced *Bcl11b*^*fl/fl*^ (*n* = 8) and *Bcl11b*^*fl/fl*^ dLck-iCre (*n* = 6) mice. Data are representative of three independent experiments. All statistical values in this figure were calculated using Student’s *t*-test. All error bars shown in this figure are of standard deviation

### Absence of Bcl11b in T-cells reduces anti-helminth response

Given the chronic nature of allergic asthma, we investigated the immune response to infection with intestinal helminth *H. polygyrus bakeri*, known to induce a strong primary Th2 response. Unlike many parasitic nematodes that migrate to other mucosal sites, the entire life cycle of *H. polygyrus bakeri* occurs within the gastrointestinal tract^35^. We found that on day 10 post inoculation (p.i.) (Supplementary Figure 2a), *the Bcl11b*^*fl/fl*^ dLck-iCre mice had a significant increase in fecal egg burden, compared to WT mice (Fig. 2a). The Flow cytometry analysis showed a reduction in the absolute numbers of CD4^+^ T-cells in the mesenteric lymph nodes (mLNs) and Peyer’s patches (PPs) of *Bcl11b*^*fl/fl*^ dLck-iCre mice (Fig. 2b, c), however the numbers were increased in the small intestine lamina propria (SILP), as were their relative frequencies (Fig. 2d and Supplementary Figure 2f-g). This increase in SILP CD4^+^ T-cells was found to be related to the upregulation of CCR9 on Bcl11b-deficient CD4^+^ T-cells (Supplementary Figure 2h). Thus, despite the increased abundance of CD4^+^ T-cells in the SILP, the fecal egg burden was higher in *Bcl11b*^*fl/fl*^ dLck-iCre mice compared to WT mice, indicating a less robust Th2 response.

**Fig. 2:**
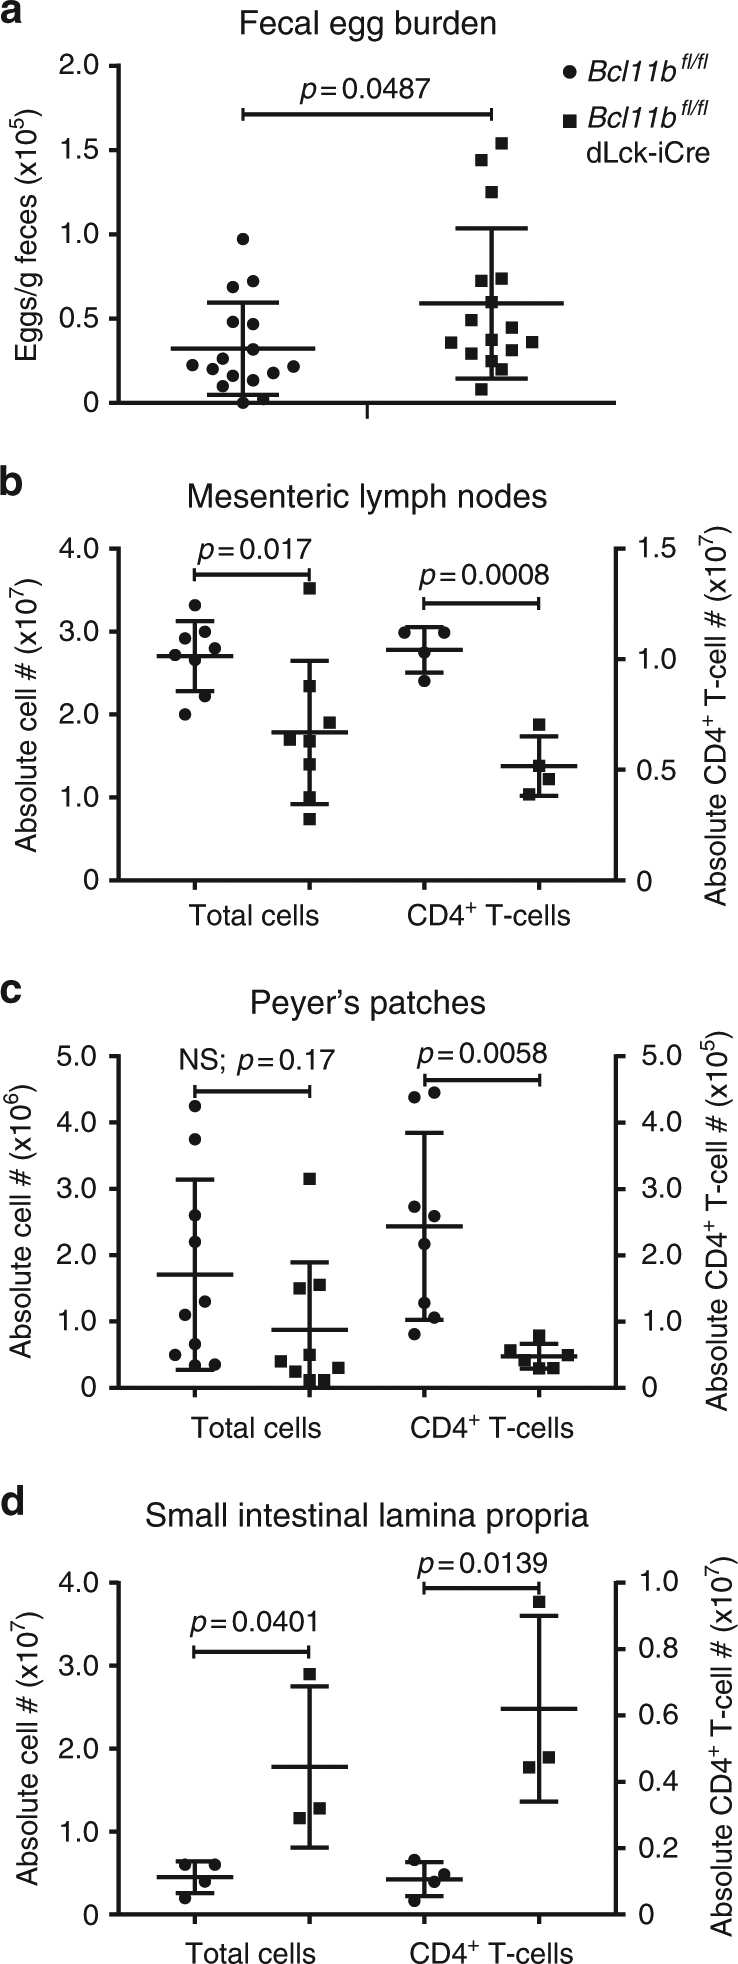
*Bcl11b*^*fl/fl*^ dLck-iCre mice have elevated helminth egg burden in feces following infection with *Heligmosomoides polygyrus bakeri.* **a** Total egg burden in feces of infected *Bcl11b*^*fl/fl*^ dLck-iCre mice (*n* = 16) and *Bcl11b*^*fl/fl*^ control mice (*n* = 16). Data are representative of nine independent experiments. **b** Absolute numbers of total leukocytes (*n* = 8) and CD4^+^ T-cells (*n* = 4) from the mesenteric (m)LNs of helminth-infected mice. **c** Absolute numbers of total leukocytes (*Bcl11b*^*fl/fl*^: *n* = 10; *Bcl11b*^*fl/fl*^ dLck-iCre: *n* = 9) and CD4^+^ T-cells (*Bcl11b*^*fl/fl*^: *n* = 8; *Bcl11b*^*fl/fl*^ dLck-iCre: *n* = 6) from the Peyer’s patches (PPs) of helminth-infected mice from the indicated groups. **d** Absolute numbers of total leukocytes and CD4^+^ T-cells from the small intestine lamina propria (SILP) of helminth-infected *Bcl11b*^*fl/fl*^ (*n* = 4) and *Bcl11b*^*fl/fl*^ dLck-iCre (*n* = 3) mice. Data are representative of three independent experiments. All statistical values in this figure were calculated using Student’s *t*-test. All error bars shown in this figure are of standard deviation

### Bcl11b-deficient T-helper cells downregulate Th2 mRNAs

To establish the mechanisms associated with reduced Th2 response in asthmatic and helminth-infected *Bcl11b*^*fl/fl*^ dLck-iCre mice, we next performed RNA-sequencing on CD4^+^ T-cells isolated from: (1) mediLNs of asthma-induced *Bcl11b*^*fl/fl*^ dLck-iCre and WT mice, and (2) mLNs of helminth-infected mice, and found that a large number of mRNAs significantly changed (Supplementary Figure 3). 

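The values for helminth-infected mice come from 8 libraries, each made from RNA of CD4+ T-cells purified by negative selection from the mLNs of 1 mouse infected with H. polygyrus bakeri, a nematode that stays in the intestine. Of these mice, 4 were Bcl11bfl/fl dLck-iCre and 4 were controls, called WT here as in the text and Bcl11bfl/fl in the legend of Fig. 3. The Methods give 200 larvae per mouse and euthanasia on day 12 of infection, while the Results give day 10 for the egg burden. The asthma libraries were not analysed here. The authors trimmed the reads with seqtk, aligned them to mm10 with Hisat2 and counted them per gene with Htseq. They deposited these counts, a table of counts divided by 1 DESeq2 size factor per library (the normalized counts of Fig. 3) and their DESeq2 comparison. Versions, gene annotation, strand setting and the DESeq2 design formula are not given in the sources used here.

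Between 18156762 and 86920917 reads per Bcl11bfl/fl dLck-iCre library were counted on genes, with a median of 52516049, and between 15599664 and 63561310 per WT library, with a median of 32258539.5. The replicate numbers of the libraries fall into 2 series with 2 mice of each genotype in each. Libraries numbered in the 5000s had 15599664 to 22412929 counts on genes and those numbered in the 9000s had 47181105 to 86920917. Xist had 2055 to 4458 counts in the libraries of the 5000s and 0 in those of the 9000s, and 4 genes of the Y chromosome together had at most 1 count in the former and 13657 to 30969 in the latter. The paper used mice of both sexes and derived the data from 2 independent experiments, and it does not tie the numbers to either. Number series, depth and the expression of sex-linked genes therefore coincide. On log2(CPM + 1) values the first principal component held 65.3% of the variance and parted the series, and the second held 16.8% and parted the genotypes. Spearman correlations between libraries ranged from 0.966 to 0.992 within a series and from 0.905 to 0.936 across series.

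**Figure D1:**
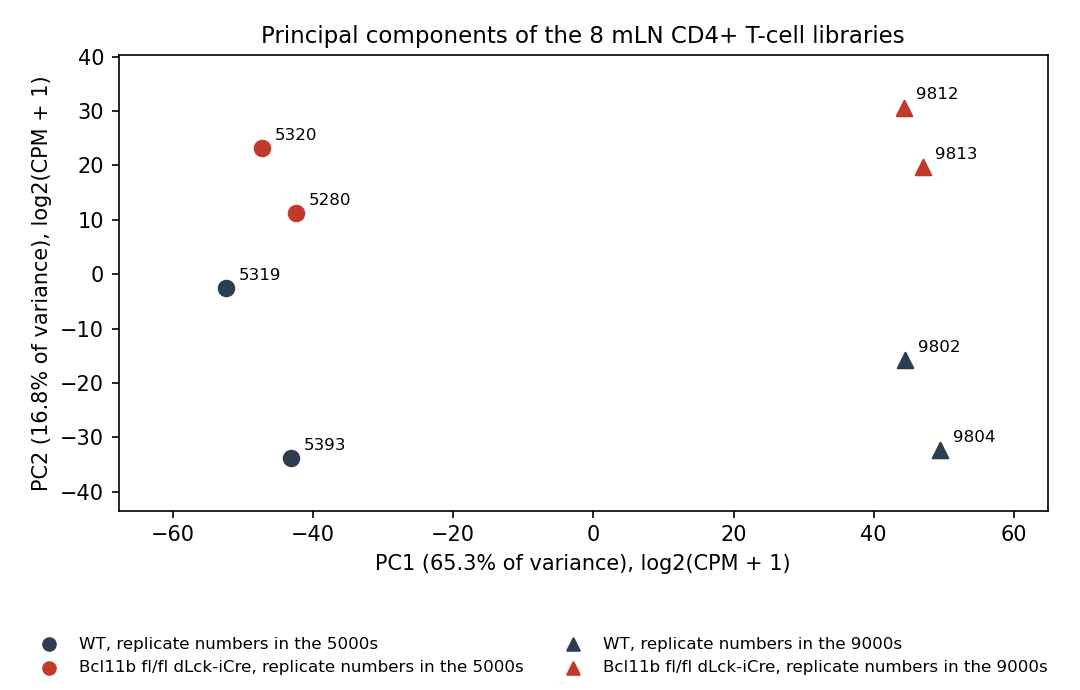
Principal components of log2(CPM + 1) for the 8 libraries, by genotype (color) and number series (shape), with each replicate number beside its point; the axes give component scores. The libraries of the 5000s lie between -52.4 and -42.4 on PC1 and those of the 9000s between 44.3 and 49.5, and within each series the Bcl11bfl/fl dLck-iCre libraries lie higher on PC2 than the WT libraries.

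From the deposited counts, the genotypes were compared with edgeR's quasi-likelihood test (TMM normalization, the 12874 genes kept by edgeR's filter on low counts, Benjamini-Hochberg adjustment, threshold 0.05). Without a term for the number series, as the Methods name none, 24 genes passed the threshold, of which 16 were higher and 8 lower in Bcl11bfl/fl dLck-iCre CD4+ T-cells. With the number series as a block, 621 genes passed, 365 higher and 256 lower, and these include all 24. DESeq2 without the block called 399 genes and with it 1508, of which 1468 are among the 1501 that the authors' deposited table calls, 784 of those higher and 717 lower. The number of calls thus depends on whether the spread between the series counts as error. Bcl11b, the deleted gene, lies on chromosome 12 from 107910403 to 108003602 of mm10. Its normalized counts were 4225 ± 2133 (SD, n = 4) in Bcl11bfl/fl dLck-iCre and 6381 ± 3579.7 (SD, n = 4) in WT libraries, and the ranges of the genotypes overlapped. Within the 5000s the Bcl11bfl/fl dLck-iCre libraries had 5137 and 6805 against 10827 and 7651 in WT, and within the 9000s 2661 and 2297 against 4124 and 2922, so each Bcl11bfl/fl dLck-iCre library was below both WT libraries of its series. The log2 fold change was -0.60 (standard error 0.48, adjusted p = 0.929 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.57 with the block (standard error 0.16, edgeR adjusted p = 0.0784). With each library left out in turn it lay between -0.91 and -0.19, and with the block between -0.67 and -0.43. Bcl11b passed the threshold in none of these edgeR fits. DESeq2 with the block called it lower at an adjusted p of 0.0171, and the authors' deposited table gives 0.0177. Counts per gene take in any exons left outside the deleted part, so they do not measure the share of cells with the deletion.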

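Il4 showed the clearest difference among the Th2 mRNAs in CD4+ T-cells from the mLNs of helminth-infected mice. It lies on chromosome 11 from 53602982 to 53618669 of mm10, in a cluster with Il13 and Il5 that also holds Rad50. Its normalized counts were 124 ± 65.9 (SD, n = 4) in Bcl11bfl/fl dLck-iCre and 809 ± 147 (SD, n = 4) in WT libraries, and every Bcl11bfl/fl dLck-iCre library was below every WT library (exact two-sided permutation test, p = 0.0286, the smallest that 4 libraries against 4 allow). The log2 fold change was -2.68 (standard error 0.39, adjusted p = 0.0488 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the number series as a block it was -2.72 (standard error 0.29, edgeR adjusted p = 0.00242), and within the series it was -2.99 in the 5000s and -2.52 in the 9000s. With each library left out in turn the log2 fold change stayed between -3.11 and -2.45. The edgeR adjusted p then lay between 0.0583 and 0.181, so Il4 passed the threshold in none of these fits without the block. With the block it passed in all 8, at an adjusted p of at most 0.0157. Over the 12 other alternatives its direction did not change and its adjusted p ran from 3.43e-20 in DESeq2 with the block to 0.0940 in edgeR on the libraries of the 5000s alone.

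Il5, on chromosome 11 from 53720794 to 53725106, had 5.42 ± 6.04 normalized counts (SD, n = 4) in Bcl11bfl/fl dLck-iCre and 84.4 ± 47.0 (SD, n = 4) in WT libraries, again with no overlap (exact two-sided permutation test, p = 0.0286). In raw counts it had 5, 6, 1 and 0 in Bcl11bfl/fl dLck-iCre and 11, 58, 172 and 133 in WT libraries. The count of 0 allows up to 0.0343 CPM in that library, counting error only. Its log2 fold change of -4.45 (standard error 1.26) had an edgeR adjusted p of 0.244, and with the block -5.00 (standard error 1.08) one of 0.0353. In 6 of the 8 fits with the block and 1 library left out it did not pass the threshold, with an adjusted p of up to 0.126. Il13, on chromosome 11 from 53631324 to 53634702, had 24.8 ± 29.1 normalized counts (SD, n = 4) in Bcl11bfl/fl dLck-iCre and 184 ± 244 (SD, n = 4) in WT libraries. The spread follows the number series. The WT libraries of the 5000s had 166 and 535 and those of the 9000s 20.2 and 15.9. The Bcl11bfl/fl dLck-iCre libraries of the 5000s (29.7 and 64.0) were below the WT libraries of their own series and above those of the other. The log2 fold change of Il13 was -2.99 (standard error 1.49, edgeR adjusted p = 0.647) and -2.79 with the block (standard error 0.59, edgeR adjusted p = 0.0322), and 2 of the 8 fits with the block and 1 library left out kept the latter past the threshold.

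Gata3, on chromosome 2 from 9857078 to 9890034, had 3786 ± 1127 normalized counts (SD, n = 4) in Bcl11bfl/fl dLck-iCre and 6772 ± 1672 (SD, n = 4) in WT libraries (exact two-sided permutation test, p = 0.0571). Its log2 fold change was -0.84 (standard error 0.27), -1.28 in the 5000s and -0.51 in the 9000s, with an edgeR adjusted p of 0.307 and, with the block, of 0.0529. DESeq2 with the block called all 4 genes, Gata3 at an adjusted p of 0.00164, Il4 at 3.43e-20, Il5 at 3.24e-07 and Il13 at 4.25e-06. The authors' deposited table gives 0.00206, 8.53e-20, 0.00108 and 5.74e-06. In simulated data DESeq2 with the block made 43 false calls beside 179 true ones, and edgeR with the block 10 beside 165. Genes called by DESeq2 with the block but not by edgeR, as Gata3 here, are therefore less certain.

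**Figure D2:**
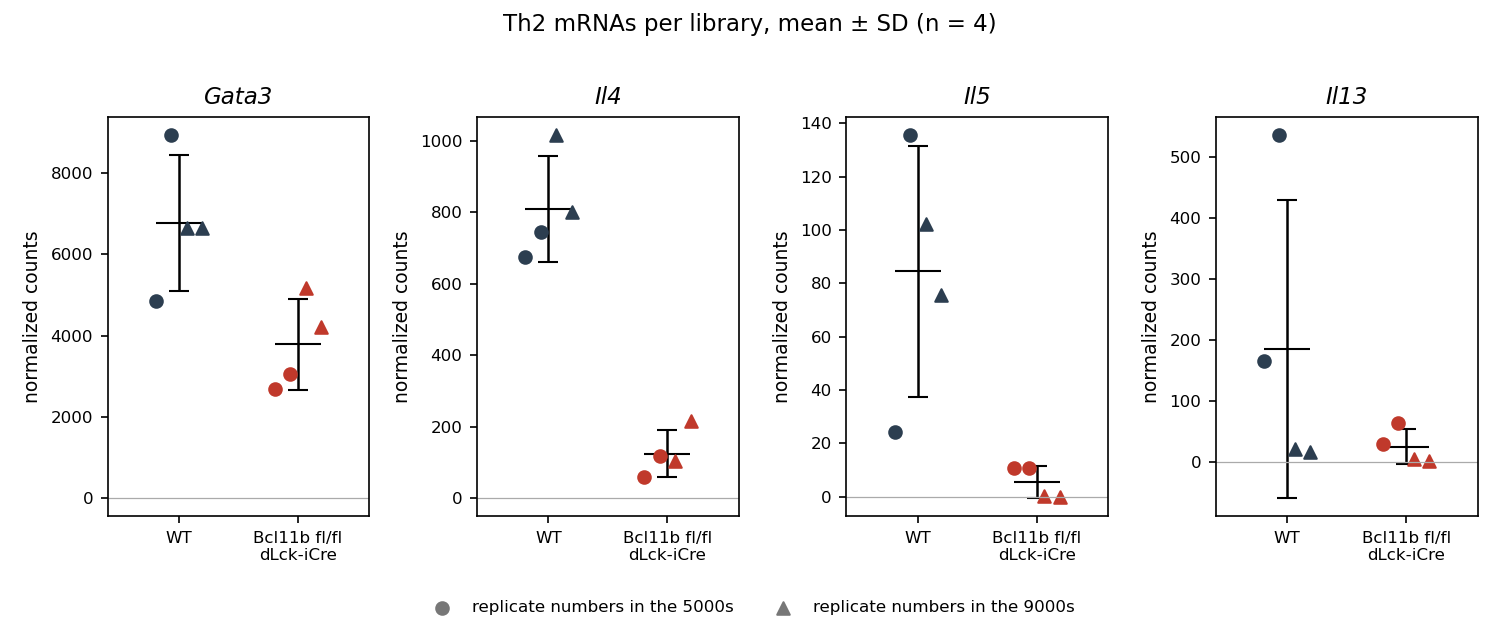
Normalized counts of Gata3, Il4, Il5 and Il13 in each library, with the mean and SD of each genotype (n = 4; the SD is drawn symmetrically and can pass below 0) and the number series by shape. Il4 lies between 59.5 and 216 in Bcl11bfl/fl dLck-iCre and between 676 and 1016 in WT libraries, while the Il13 counts of WT libraries differ between the number series.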

In regard to the Th2 program, we found that the levels of mRNAs for *Gata3* and the Th2 cytokines *Il4, Il5*, and *Il13* were all significantly reduced in the CD4^+^ T-cells from *Bcl11b*^*fl/fl*^ dLck-iCre mice (Fig. 3a). We also detected an increase in several Th17 mRNAs, namely for *Rorc* and *Ccr6*, with *Il17a*, and *Il23r* showing a similar trend (Fig. 3b). 

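In the mLN libraries of helminth-infected mice, Ccr6 was higher in every Bcl11bfl/fl dLck-iCre library than in every WT library (exact two-sided permutation test, p = 0.0286). Ccr6, on chromosome 17 from 8236043 to 8257141 of mm10, had 682 ± 75.0 normalized counts (SD, n = 4) in Bcl11bfl/fl dLck-iCre and 365 ± 127 (SD, n = 4) in WT libraries. Its log2 fold change was 0.89 (standard error 0.27, adjusted p = 0.276 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the block it was 0.90 (edgeR adjusted p = 0.0761), with 0.97 in the 5000s and 0.81 in the 9000s. With all 8 libraries, Ccr6 thus did not pass the threshold in edgeR. In DESeq2 with the block it passed, at an adjusted p of 0.00594, and the authors' deposited table gives 0.00666.

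Il17a, on chromosome 1 from 20730905 to 20734496, had 45.6 ± 20.8 normalized counts (SD, n = 4) in Bcl11bfl/fl dLck-iCre and 12.8 ± 8.16 (SD, n = 4) in WT libraries. The Bcl11bfl/fl dLck-iCre library with the lowest count (15.7) was below the WT library with the highest (19.9). The log2 fold change of 1.85 (standard error 0.73) had an edgeR adjusted p of 0.463, or 0.159 with the block. Il23r, on chromosome 6 from 67422932 to 67491855, differed in the 9000s, with 669 and 386 normalized counts in Bcl11bfl/fl dLck-iCre against 233 and 144 in WT libraries, and hardly in the 5000s, where its log2 fold change was 0.0098. Whether the series differ in this was not called (edgeR interaction of genotype and series, adjusted p = 0.979). Over all libraries the log2 fold change of Il23r was 1.10 (standard error 0.63, edgeR adjusted p = 0.748) and 0.82 with the block (standard error 0.37, edgeR adjusted p = 0.242). With each library left out in turn it lay between 0.45 and 1.43, and with the block between 0.48 and 1.11.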

Given that *Bcl11b*^*fl/fl*^ dLck-iCre mice show a less robust Th2 response, we further enriched the IL-4-secreting CD4^+^ T-cell population and even in these conditions, the levels of *Il4*, *Il13*, and *Gata3* mRNAs were still significantly reduced in the absence of Bcl11b, with a similar trend in *Il5* mRNA (Fig. 3d). In addition, the previously observed increases in Th17 mRNAs, including for *Rorc*, *Ccr6*, *Il17a*, and *Il23r*, were amplified in the Bcl11b-deficient IL-4^+^ CD4^+^ T-cell population (Fig. 3e). 

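Ifng, on chromosome 10 from 118441046 to 118445892 of mm10, had 138 ± 77.2 normalized counts (SD, n = 4) in total CD4+ T-cells from the mLNs of helminth-infected Bcl11bfl/fl dLck-iCre mice and 126 ± 90.5 (SD, n = 4) in those of WT mice. The difference was smaller than the spread between libraries of 1 genotype (exact two-sided permutation test, p = 0.886). The log2 fold change was 0.12 (standard error 0.58, adjusted p = 1.000 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.10 with the block (standard error 0.31, edgeR adjusted p = 0.881). It was the only gene of the Th2, Th17 and Th1 sets whose direction changed with the libraries used: with each library left out in turn it lay between -0.20 and 0.77.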

While the levels of *Ifng* transcripts in the total CD4^+^ T-cell population were approximately equal, there was an increase in *Ifng* mRNA levels in the IL-4-enriched CD4^+^ T-cell population of the *Bcl11b*^*fl/fl*^ dLck-iCre mice, compared to WT mice (Fig. 3c, f). *Tbx21* mRNA encoding the Th1 signature transcription factor T-bet was upregulated as well, both in the IL-4-enriched CD4^+^ T-cell population and total CD4^+^ T-cells (Fig. 3c, f). 

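In total CD4+ T-cells from the mLNs of helminth-infected mice, Tbx21, on chromosome 11 from 97098071 to 97115331 of mm10, had 802 ± 171 normalized counts (SD, n = 4) in Bcl11bfl/fl dLck-iCre and 529.8 ± 154 (SD, n = 4) in WT libraries. The Bcl11bfl/fl dLck-iCre library with the lowest count (560.3) was below the 2 WT libraries of the 9000s (663 and 646), and the exact two-sided permutation test gave p = 0.0857. Within each series both Bcl11bfl/fl dLck-iCre libraries were above both WT libraries, with log2 fold changes of 0.89 in the 5000s and 0.36 in the 9000s. Over all libraries the log2 fold change was 0.60 (standard error 0.27, adjusted p = 0.574 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with the block it was 0.63 (standard error 0.20, edgeR adjusted p = 0.117). DESeq2 with the block gave an adjusted p of 0.0337, and the authors' deposited table gives 0.0357.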

Finally, we found no change in *Gfi1* mRNA (Fig. 3g), known to be downregulated in Bcl11b-deficient ILC2s^33^, or *Zbtb7b* (Fig. 3g), previously found upregulated in Bcl11b-deficient DP thymocytes^36^.

**Fig. 3:**
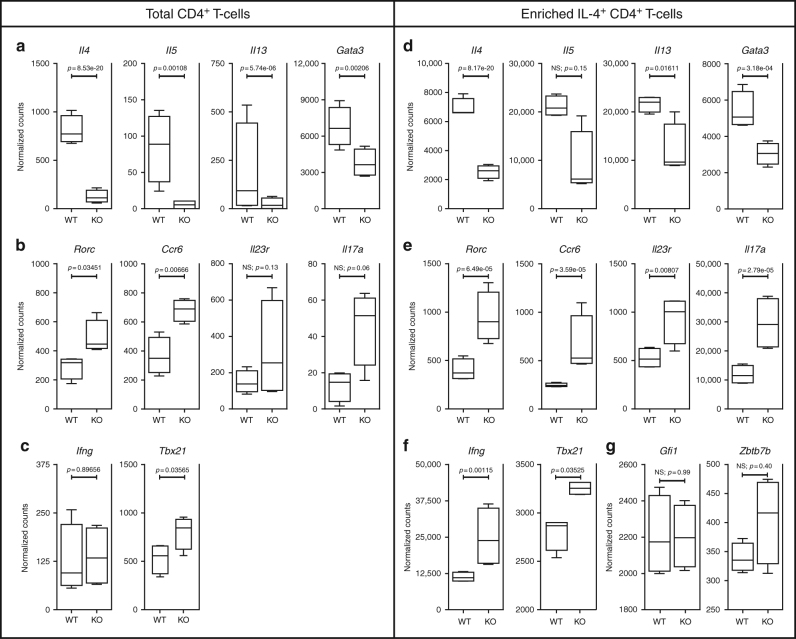
Bcl11b-deficient CD4^+^ T-cells downregulate the Th2 program and upregulate Th17 and Th1 genes. **a**–**c** Box and whisker plots of normalized counts for specific Th2-associated (**a**), Th17-associated (**b**), and Th1-associated (**c**) mRNAs derived from RNA-Seq on total CD4^+^ T-cells from the mLNs of *H. polygyrus bakeri* infected *Bcl11b*^*fl/fl*^ dLck-iCre mice (*n* = 4) and *Bcl11b*^*fl/fl*^ control mice (*n* = 4). Normalized counts and statistical analyses were taken from DESeq2 analysis software. Data are derived from two independent experiments. *p* values have been adjusted for the FDR (false discovery rate) by the Benjamini–Hochberg adjustment. **d**–**f** Box and whisker plots of normalized counts for specific Th2-associated (**d**), Th17-associated (**e**), and Th1-associated (**f**) mRNAs derived from RNA-Seq on IL-4^+^-enriched CD4^+^ T-cells from the lung parenchyma of asthma-induced *Bcl11b*^*fl/fl*^ dLck-iCre mice (*n* = 4) and *Bcl11b*^*fl/fl*^ control mice (*n* = 4). **g** Box and whisker plots of normalized counts for *Gfi1* and *Zbtb7b* mRNA from RNA-Seq on IL-4^+^-enriched CD4^+^ T-cells from the lung parenchyma of asthma-induced *Bcl11b*^*fl/fl*^ dLck-iCre mice (*n* = 4) and *Bcl11b*^*fl/fl*^ control mice (*n* = 4). Normalized counts and statistical analyses were taken from DESeq2 analysis software. *p* values have been adjusted for the FDR (false discovery rate) by the Benjamini–Hochberg adjustment. All error bars shown are of standard deviation

These results, taken together, suggest that, in the context of Th2-mediated diseases, Bcl11b is necessary for Th2 cytokine and *Gata3* gene expression, as well as for the repression of critical Th17 and Th1 cell genes.

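For the helminth-infected mice, the genes named before the data were examined (Bcl11b, the genes whose mRNA or product the paper measures in CD4+ T-cells, and the genes it discusses for Bcl11b or the Th2 locus) that are reported here number 31, all of them tested. Over all genes tested, 1 of the 31 (Il4) passed the threshold in edgeR's quasi-likelihood test and 10 did with the number series as a block. Adjusted over the list alone, 11 passed without the block, Gata3, Il4, Il5 and Ccr6 among them, and 20 with it, which adds Bcl11b, Il13, Il17a, Tbx21, Runx3, Klrc1, Gfi1, Il17f and Rad50. Since the paper drew part of the list from the same libraries, the count over the list alone is not independent evidence. Gata3, Il4, Il5 and Il13 had negative and Ccr6, Il17a and Tbx21 positive log2 fold changes in each series taken alone. Il23r was higher in the 9000s (1.47) and hardly changed in the 5000s (0.0098, standard error 0.38). The paper reasons from the lower Th2 cytokine and Gata3 mRNAs and the higher Th17 and Th1 mRNAs of the infected and the asthmatic mice (the asthma libraries were not analysed here), and proposes that Bcl11b is needed to express the former genes and to repress the latter.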

### Reduction in Th2 program is caused by intrinsic defects

We next evaluated the protein levels of GATA3 and Th2 cytokines in the T-helper cells of mice induced with HDM-asthma or infected with helminths. We found that the frequencies of GATA3^+^IL-4^+^, GATA3^+^IL-5^+^, and GATA3^+^IL-13^+^ CD4^+^ T-cells in the lungs of asthma-induced *Bcl11b*^*fl/fl*^ dLck-iCre mice were reduced, as were the frequencies of GATA3^+^, IL-4^+^, IL5^+^, and IL-13^+^ CD4^+^ T-cells. (Fig. 4a, b). When evaluating *H. polygyrus bakeri*-infected mice, we noticed a similar reduction in Th2 cytokines and GATA3 within the CD4^+^ T-cells from the mLNs (Fig. 4c, d) and SILP (Supplementary Figure 4a-c). To further determine the ability of Bcl11b-deficient T-helper cells to differentiate in vivo, we separated the GATA3^+^ CD4^+^ T-cells from the mLNs of helminth-infected mice into GATA3^hi^ and GATA3^lo^ populations, and also gated separately on Bcl11b^−^ and Bcl11b^+^ CD4^+^ T-cells of *Bcl11b*^*fl/fl*^ dLck-iCre mice (Fig. 4e, f). The GATA3^hi^/GATA3^lo^ ratio was 2.6 within the CD4^+^ T-cell population of WT mice (Fig. 4e, f), while this ratio was only 0.52 in the Bcl11b-deficient CD4^+^ T-cell population of *Bcl11b*^*fl/fl*^ dLck-iCre mice (Fig. 4e, f). Even the small population of Bcl11b^+^ “escaper” CD4^+^ T-cells from *Bcl11b*^*fl/fl*^ dLck-iCre mice had a similarly reduced ratio of GATA3^hi^/GATA3^lo^ cells (Fig. 4e, f), likely due to the overall reduction in IL-4. Within the GATA3^hi^ population of WT mice, the frequency of IL4^+^ cells was around 80%. This frequency was reduced by nearly half in both the Bcl11b^−^ and Bcl11b^+^ GATA3^hi^ cells of *Bcl11b*^*fl/fl*^ dLck-iCre mice (Fig. 4e, f). The frequency of IL-4^+^ cells within the GATA3^lo^ cells was only one-third of the GATA3^hi^ cells in the WT mice, and was further reduced in both the Bcl11b^−^ and Bcl11b^+^ cells of *Bcl11b*^*fl/fl*^ dLck-iCre mice (Fig. 4e, f). These results suggest that (1) Bcl11b-deficient CD4^+^ T-cells are unable to completely differentiate into the Th2 lineage, and (2) even those cells that reach high levels of GATA3 cannot produce normal levels of IL-4 in the absence of Bcl11b.

**Fig. 4:**
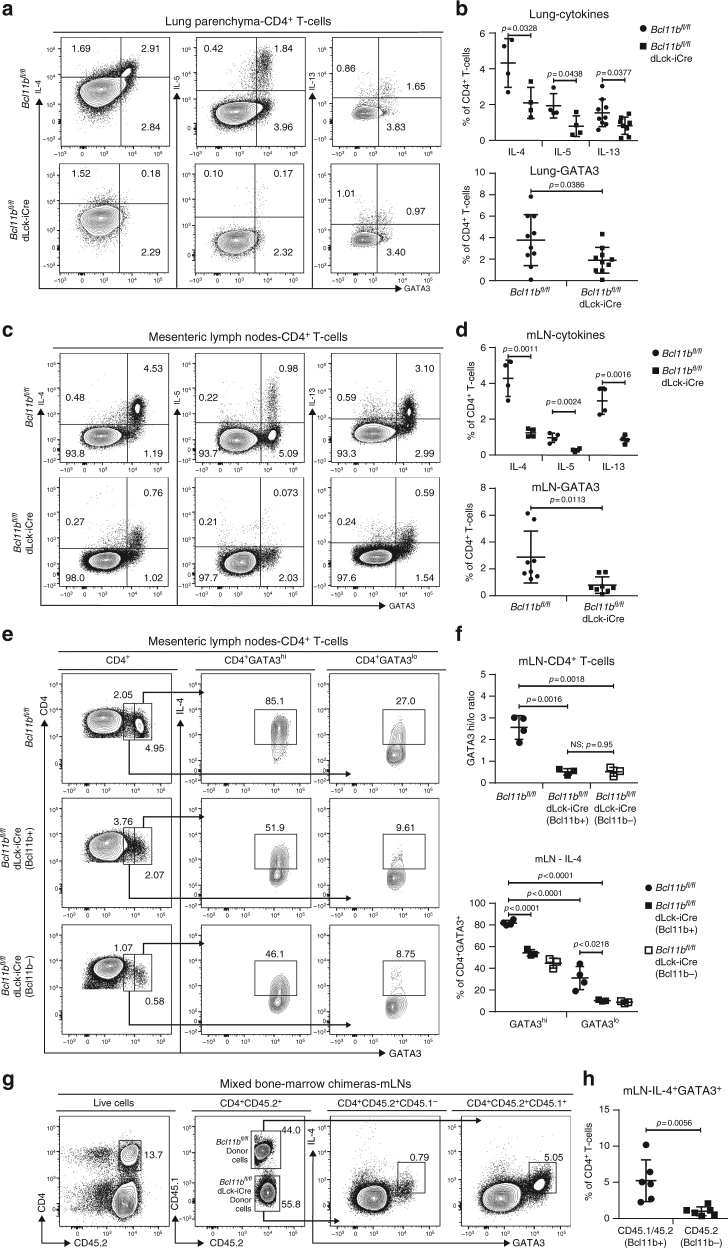
Frequencies of CD4^+^ T-cells expressing Gata3 and Th2 cytokines in asthma and helminth infection are reduced in *Bcl11b*^*fl/fl*^ dLck-iCre mice by an intrinsic defect. **a** Flow cytometry analysis of IL-4 (left column), IL-5 (middle column), and IL-13 (right column) against GATA3 in the CD4^+^ T-cell population of the lung parenchyma of HDM asthma-induced mice. **b** Frequencies of IL-4^+^ (*n* = 4), IL-5^+^ (*n* = 4), and IL-13^+^ (*n* = 8) (top panel) and GATA3^+^ (*n* = 10) (bottom panel) CD4^+^ T-cells from the lungs of the indicated groups. Data are derived from two (IL-4, IL-5, and IL-13 data) or five (GATA3 data) independent experiments. **c** Flow cytometry analysis of IL-4 (left column), IL-5 (middle column), and IL-13 (right column) against GATA3 in the CD4^+^ T-cell population from the mesenteric  (m)LNs of *H. polygyrus* infected mice. **d** Frequencies of IL-4^+^ (*n* = 4), IL-5^+^ (*n* = 4), and IL-13^+^ (*n* = 4) (top panel) and GATA3^+^ (*n* = 8) (bottom panel) CD4^+^ T-cells from mLNs of the indicated groups. Data are derived from two (IL-4, IL-5, and IL-13) or four (GATA3) independent experiments. **e** Flow cytometry analysis of GATA3 in CD4^+^ T-cells (left column) and IL-4 (middle and right columns) in the GATA3^hi^ (middle column) and GATA3^lo^ (right column) CD4^+^ T-cells from the mLNs of *H. polygyrus bakeri* infected mice. **f** The ratio of GATA3^hi^/GATA3^lo^ CD4^+^ T-cells (top) and frequencies of IL-4 secreting cells within the GATA3^hi^ and GATA3^lo^ CD4^+^ T-cells (bottom) from the mLNs of *H. polygyrus bakeri* infected WT (*n* = 4) and *Bcl11b*^*fl/fl*^ dLck-iCre (*n* = 3) mice. Data shown are from two independent experiments. **g** Flow cytometry analysis of IL-4 and GATA3 in CD4^+^ T-cells from the mLNs of mixed bone-marrow chimeric mice infected with *H. polygyrus bakeri*. Cells from WT donors are CD45.1/CD45.2, while cells from *Bcl11b*^*fl/fl*^ dLck-iCre donors are CD45.2. **h** Frequencies of IL-4^+^GATA3^+^ cells from the mLNs of mixed bone-marrow chimeric mice (*n* = 6) infected with *H. polygyrus bakeri*. Data shown are from two independent experiments. All statistical values in this figure were calculated using Student’s *t*-test. All error bars shown in this figure are of standard deviation

Importantly, the upregulation of the *Rorc* and *Tbx21* mRNAs was not reflected at protein level (Supplementary Figure 5a-d), making it unlikely to contribute to the phenotype. In addition, proliferation of Bcl11b-deficient T-helper cells was not affected, as demonstrated by the similar Ki-67^+^ population within CD4^+^ T-cells from *Bcl11b*^*fl/fl*^ dLck-iCre and WT mice (Supplementary Figure 5c–d).

To establish whether the reduction in Gata3 and IL-4 levels in Bcl11b^−^ CD4^+^ T-cells is cell intrinsic, we generated mixed bone-marrow chimeras. Lethally irradiated recipient CD45.1 mice were reconstituted with cells from *Bcl11b*^*fl/fl*^ (CD45.1/2) and *Bcl11b*^*fl/fl*^ dLck-iCre (CD45.2) mice at a 1:1 ratio. Following reconstitution, the recipient mice were infected with *H. polygyrus bakeri*. Our results show that even in conditions in which Bcl11b^+^ cells are present in equal numbers to Bcl11b^−^ cells, GATA3 and IL-4 levels remained reduced in the Bcl11b^−^ cells (Fig. 4g, h), suggesting that these alterations are intrinsic.

These results demonstrate that in the absence of Bcl11b, CD4^+^ T-cells have an altered ability to differentiate into Th2 lineage properly in vivo, with diminished GATA3 and Th2 cytokine levels, caused by intrinsic defects.

### Bcl11b binding at Th2 cytokine locus and *Gata3*

To further determine if Bcl11b directly mediates the observed changes in the Th2 program, we performed Bcl11b ChIP-seq on CD4^+^ T-cells from the mLNs of *H. polygyrus bakeri* infected mice. Using the MEME-ChIP motif analysis software^37^, we established the conserved binding motifs for Bcl11b, of which the top two are shown (Fig. 5a). The first identified motif is a known Ets-1 binding motif, while the second motif, identical to a previously published Bcl11b binding site in striatal neuronal cells^38^, is a Runx binding motif^39^. Bcl11b binding sites were found to have increased presence at regions greater than 5 kb from the TSS (Fig. 5b), suggesting that, overall, Bcl11b may normally act through distal regulatory elements, such as enhancers and silencers, rather than through promoters.

**Fig. 5:**
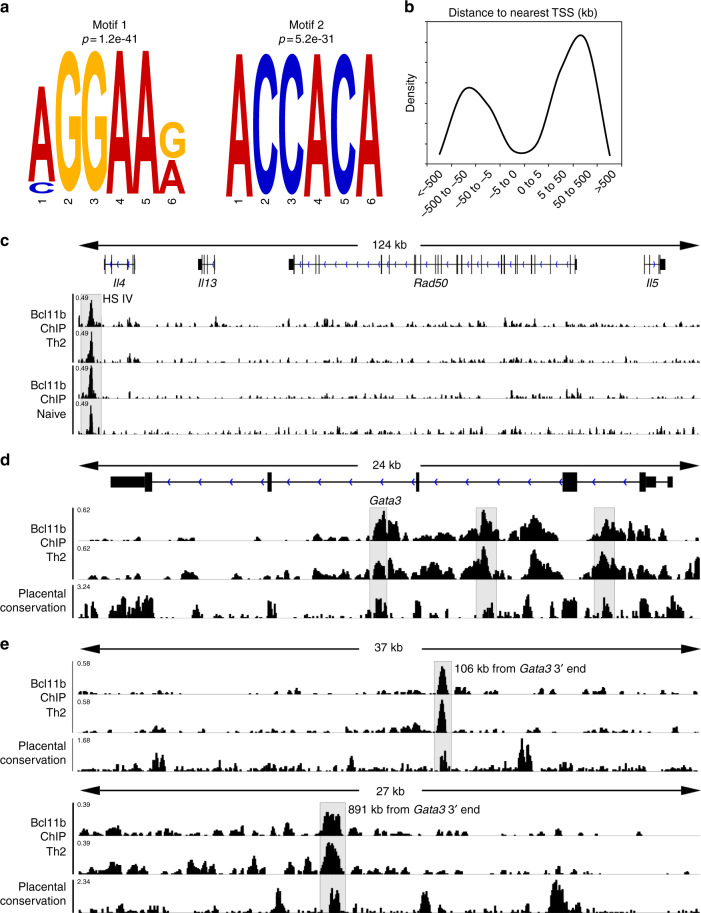
Bcl11b binds at the *Gata3* locus and downstream and at the *Il4* HS IV silencer but not at the Th2-LCR or Th2-cytokine promoters in CD4^+^ T-cells. **a** The top two Bcl11b binding motifs discovered using MEME-ChIP motif analysis software from Bcl11b ChIP-seq of CD4^+^ T-cells from WT mice infected (*n* = 2) with *H. polygyrus bakeri*. **b** Density distribution of Bcl11b binding relative to the nearest transcription start site (TSS). Data obtained from Genomic Regions Enrichment of Annotations Tool (GREAT). **c**–**e** Integrative Genomics Viewer visualizations of Bcl11b ChIP-Seq tracks at the Th2 cytokine locus (c, *Il4* HS IV silencer is highlighted), *Gata3* (**d** intronic regions are highlighted), and (**e** conserved non-coding binding sites downstream of *Gata3* are highlighted) from naive (*n* = 2) (**c**) or helminth-infected (*n* = 2) (**c**–**e**) mice. ChIP-Seq track scale bar normalized to sequences per million reads (SPMR)

Among the Th2 genes, the most striking finding was the fact that Bcl11b did not bind to *Il4, Il13,* or *Il5* promoters or to the Th2 LCR located within *Rad50* gene (Fig. 5c). However, Bcl11b bound to the *Il4* HS IV silencer, located downstream of the 3′ end of the *Il4* gene (Fig. 5c), suggesting that Bcl11b may be necessary to limit the accessibility of *Il4* HS IV silencer in Th2 cells. In addition, we found Bcl11b binding to conserved intronic sites within the *Gata3* locus (Fig. 5c), as well as to other conserved non-coding regions downstream of the *Gata3* locus (Fig. 5e), which suggests that Bcl11b is potentially involved in direct regulation of *Gata3* gene expression.

### Bcl11b regulates chromatin opening at Th2 cytokine locus

We next performed the Assay for Transposase-Accessible Chromatin and sequencing (ATAC-seq) to evaluate the changes in chromatin accessibility^40^ in CD4^+^ T-cells isolated from the lung of *Bcl11b*^*fl/fl*^ dLck-iCre and WT mice with HDM-induced asthma (Fig. 6). We identified over 60,000 accessible regions in CD4^+^ T-cells from either WT or *Bcl11b*^*fl/fl*^ dLck-iCre mice. Of these, 9516 were differentially accessible between the two groups (Fig. 6a). The majority of differentially accessible regions (~65%) were unique to Bcl11b-deficient cells, while relatively few (~8%) were unique to WT cells (Fig. 6b). This profile suggests that in these cells, Bcl11b plays a larger role in restricting chromatin accessibility than in opening it. Furthermore, using Genomic Regions Enrichment of Annotations Tool (GREAT)^41^, we found that the differentially accessible regions unique to one group were more likely to be found further away from the TSSs, while those regions common to both groups had a higher probability of being found closer to the TSSs (Fig. 6c). This suggests that Bcl11b is more likely to regulate enhancers and silencers rather than promoters, similarly to what we found for its binding relative to the TSSs (Fig. 5b).

**Fig. 6:**
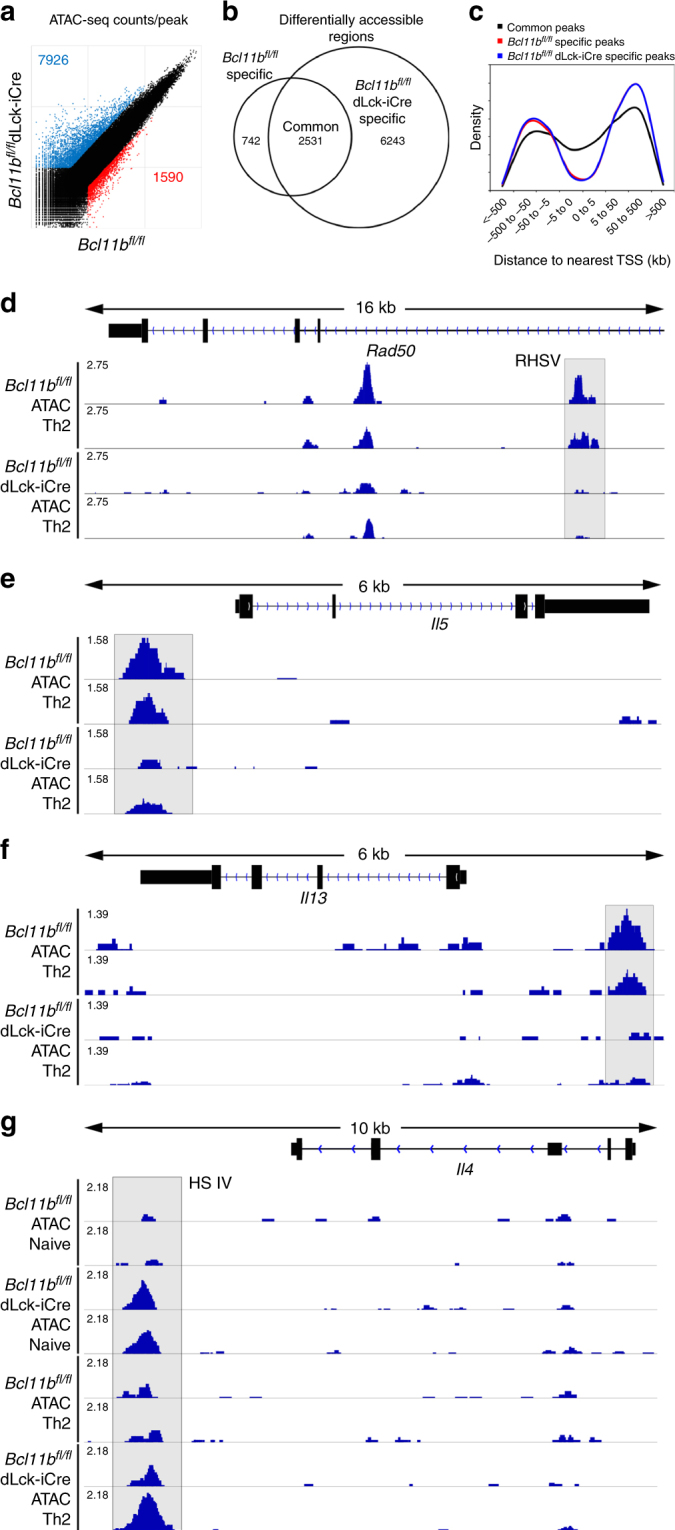
Removal of Bcl11b results in reduced chromatin accessibility at key Th2 loci and increased accessibility at the *Il4* HS IV silencer. **a** Scatterplot of normalized ATAC-Seq coverage per peak. **b** Venn diagram of the distribution of significantly differentially accessible regions. Significance was calculated by MAnorm analysis and was defined as |log2(fold-change)| > 1 and *p* < 0.05. *p* value was adjusted for the FDR (false discovery rate) by the Benjamini–Hochberg adjustment. **c** Density distribution of accessible regions relative to the nearest transcription start site (TSS). Data obtained from Genomic Regions Enrichment of Annotations Tool (GREAT). **d**–**g** Integrative Genomics Viewer visualizations of ATAC-Seq tracks at *Rad50* Th2 LCR (RHS V highlighted) (**d**), *Il5* (promoter highlighted) (**e**), *Il13* (promoter highlighted) (**f**), and *Il4* (*Il4* HS IV silencer highlighted) (**g**). ATAC-Seq track scale bar normalized to SPMR

We focused on genes related to Th2 response, and found that the *Rad50* HS 5 (RHS V) within the Th2 cytokine LCR had significantly reduced accessibility in Bcl11b-deficient T-helper cells compared to WT cells from asthma-induced mice (Fig. 6d), despite the fact that Bcl11b did not bind to this region (Fig. 5c). In addition, the accessibility at *Il5* and *Il13* promoters was reduced in the absence of Bcl11b (Fig. 6e, f), again without Bcl11b binding at these promoters (Fig. 5c). However, there was a significant increase in the chromatin accessibility at the *Il4* HS IV silencer both in Th2 cells and in naive CD4^+^ T-cells (Fig. 6g), where Bcl11b was found to bind (Fig. 5c).

These results show that the absence of Bcl11b in T-helper cells in Th2 conditions in vivo causes a failure in chromatin opening at the Th2 LCR, *Il5* and *Il13* promoters, and an inability to reduce the chromatin accessibility at the *Il4* HS IV silencer, including in naive cells.

### Other genes regulated by Bcl11b in Th2 cells

As shown above mRNAs for Th17 and Th1 genes were upregulated in the absence of Bcl11b. While there was no binding of Bcl11b at *Rorc*, *Tbx21, IL23R, and CCR6* loci, Bcl11b did bind to conserved non-coding regions adjacent to *Ifng* and *Il17* loci (Supplementary Figure 6a-b), suggesting a direct mechanism of repression of their expression. In addition, absence of Bcl11b caused an increase in mRNAs for several myeloid genes, including *Itgam* (Cd11b), *Itgax* (Cd11c), *Fcer1g* and *Fcgr3* (Supplementary Figure 6c), and of mRNAs encoding killer cell lectin-like receptors, including *Klrc1* and *Klrd1* (Supplementary Figure 6d). Bcl11b directly associated with non-coding regions in close proximity to these genes (Supplementary Figure 6e), as well as within non-coding regions in the *Spi1* gene, encoding PU.1 transcription factor, which, was however not upregulated at the mRNA level (Supplementary Figure 6f). These results suggest that Bcl11b directly restricts expression of *Ifng* and *Il17* and of several myeloid and NK genes in Th2 cells.

### Bcl11b-deficient T-helper cells have elevated Runx3

As shown above, absence of Bcl11b caused increased chromatin accessibility at the *Il4* HS IV silencer. In Th1 cells, Runx3 and T-bet synergistically bind to *Il4* HS IV silencer^12^ to repress *Il4* transcription, however Runx3 alone is sufficient to repress *Il4* in Th1 cells^11,12^, even though both Runx3 and T-bet are needed to promote *Ifng* expression. Both *Runx3* and *Tbx21* mRNAs were significantly increased in the absence of Bcl11b (Figs. 3c, f and 7a). However, while T-bet protein remained unchanged (Supplementary Figure 5a), Runx3 protein was considerably upregulated in CD4^+^ T-cells from both helminth-infected and naive *Bcl11b*^*fl/fl*^ dLck-iCre mice (Fig. 7b–d). However Runx3 expression was not upregulated in CD4 SP thymocytes of *Bcl11b*^*fl/fl*^ dLck-iCre mice, and was expressed at equivalent levels to WT mice in CD8 SP thymocytes (Supplementary Figure 7), demonstrating that the phenotypes observed in the periphery are unlikely to be developmental in origin.

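Runx3 lies on chromosome 4 from 135120652 to 135177990 of mm10. In CD4+ T-cells from the mLNs of helminth-infected mice it had 3383 ± 1131 normalized counts (SD, n = 4) in Bcl11bfl/fl dLck-iCre and 2127 ± 806 (SD, n = 4) in WT libraries. The level also differed between the number series. The WT libraries of the 5000s (2910.2 and 2733 normalized counts) were above the Bcl11bfl/fl dLck-iCre libraries of the 9000s (2478 and 2333). Over all libraries the genotypes thus overlapped (exact two-sided permutation test, p = 0.171), and the log2 fold change of 0.67 (standard error 0.33) had an adjusted p of 0.633 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Within each series both Bcl11bfl/fl dLck-iCre libraries were above both WT libraries, with 4419 and 4301 in the 5000s and 1460.3 and 1403 in the WT libraries of the 9000s. The log2 fold change was 0.62 in the 5000s and 0.74 in the 9000s. With the block it was 0.69 (standard error 0.078, edgeR adjusted p = 0.00296). All 8 fits with the block and 1 library left out kept it past the threshold, between 0.66 and 0.74. The authors' deposited table gives an adjusted p of 2.65e-11 for Runx3.

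**Figure D3:**
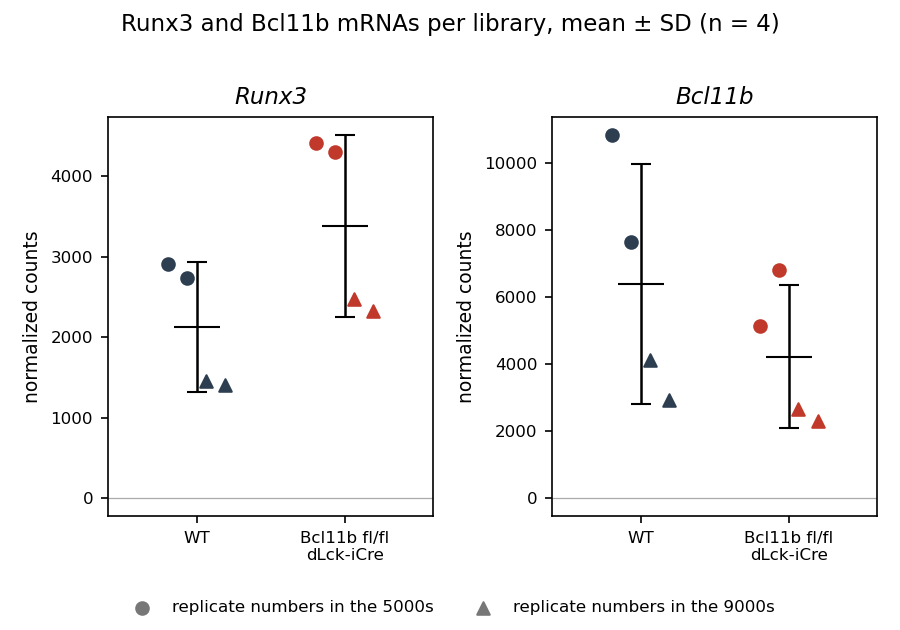
Normalized counts of Runx3 and Bcl11b in each library, with the mean and SD of each genotype (n = 4) and the number series by shape. Within a series Runx3 is higher and Bcl11b lower in both Bcl11bfl/fl dLck-iCre libraries than in both WT libraries, while the libraries of the 9000s have lower counts of both mRNAs than those of the 5000s of the same genotype.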

**Fig. 7:**
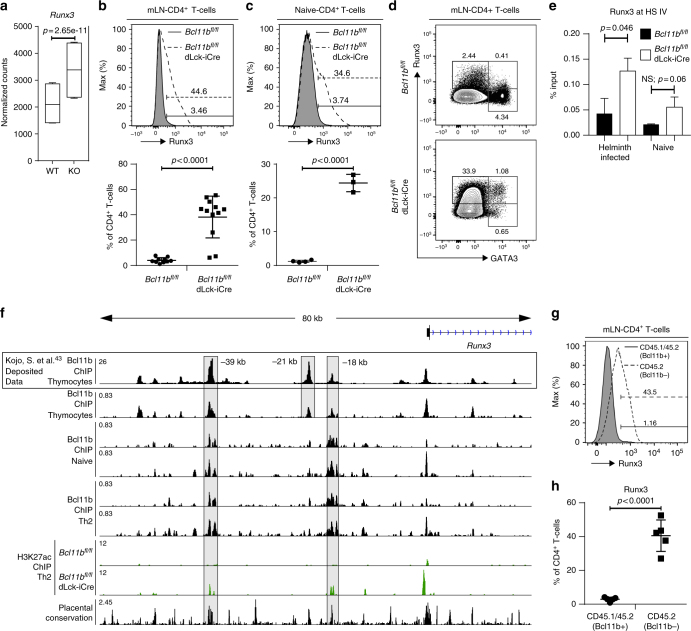
Bcl11b binds to enhancers upstream of *Runx3* locus to restrain *Runx3* expression in CD4^+^ T-cells. **a** Box and whisker plots of normalized counts for *Runx3* from RNA-Seq on CD4^+^ T-cells from the mesenteric (m)LNs of helminth-infected mice. Data (*n* = 4) are derived from two independent experiments. *p* values have been adjusted for the FDR (false discovery rate) by the Benjamini–Hochberg adjustment. **b** Flow cytometry analysis of Runx3 in CD4^+^ T-cells from the mLNs of *H. polygyrus bakeri* infected *Bcl11b*^*fl/fl*^ (*n* = 10) and *Bcl11b*^*fl/fl*^ dLck-iCre (*n* = 12) mice (top) and their relative frequencies (bottom). Data shown are from five independent experiments. **c** Flow cytometry analysis of Runx3 in CD4^+^ T-cells from the mLNs of naive *Bcl11b*^*fl/fl*^ (*n* = 4) and *Bcl11b*^*fl/fl*^ dLck-iCre (*n* = 3) mice (top) and their relative frequencies (bottom). Data shown are from two independent experiments. **d** Flow cytometry analysis of Runx3 vs. Gata3 in total CD4^+^ T-cells from the mLNs of helminth-infected mice. Data representative of three independent experiments. **e** Runx3 enrichment at the HS IV silencer determined by Runx3 ChIP-qPCR performed on CD4^+^ T-cells isolated from the mLNs of helminth-infected mice or the spleen and peripheral lymph nodes of naive mice. ChIP-PCR enrichment is expressed as a percentage of input (*n* = 2). **f** Integrative Genomics Viewer visualizations of Bcl11b ChIP-Seq in total thymocytes (deposited data from Kojo et al.^43^) (top track), Bcl11b ChIP-Seq in CD8-enriched thymocytes from naive mice (second track), Bcl11b ChIP-Seq in naive in CD4^+^ T-cells (tracks 3–4), Bcl11b ChIP-Seq in CD4^+^ T-cells from *H. polygyrus* infected mice (tracks 5–6) and H3K27ac ChIP-Seq (tracks 7–8) in WT and Bcl11b-deficient CD4^+^ T-cells from *H. polygyrus* infected mice at *Runx3* locus. **g** Histogram of Runx3 in CD4^+^ T-cells from the mLNs of mixed bone-marrow chimeric mice infected with *H. polygyrus bakeri*. Gating strategy (shown in Fig. 4g) was first on CD4^+^ T-cells, and then on CD45.1+CD45.2+ (WT) (filled histogram) and CD45.2+ (Bcl11b−) (dashed, open histogram). **h** Frequencies of Runx3^+^ cells in the CD4^+^ T-cells from the mLNs of mixed bone-marrow chimeric mice (*n* = 5) infected with *H. polygyrus bakeri*. Data shown are from two independent experiments. All statistical values in this figure were calculated using Student’s *t*-test except for panel **a**, which was calculated using DESeq2 analysis software. All error bars shown in this figure are of standard deviation

Given that Runx3 is known to associate with the *Il4* HS IV silencer to block *Il4* transcription in Th1 cells^12^, we investigated whether the increased Runx3 in the absence of Bcl11b resulted in enhanced Runx3 binding to the *Il4* HS IV silencer by performing Runx3 ChIP-qPCR. We indeed found elevated Runx3 binding to the more accessible *Il4* HS IV silencer in CD4^+^ T-cells from naive and helminth-infected *Bcl11b*^*fl/fl*^ dLck-iCre mice compared to WT (Fig. 7e). Together, these results show that in the absence of Bcl11b, Runx3 levels are elevated, and the available Runx3 binds to the more accessible *Il4* HS IV silencer both in CD4^+^ T-cells of helminth-infected and naive mice.

### Bcl11b directly binds to and represses *Runx3* gene expression

Given the elevated *Runx3* levels, we next examined the Bcl11b ChIP-seq data and found enrichment of Bcl11b binding to two conserved non-coding regions, namely −39 kb and −18 kb upstream of the *Runx3* TSS in CD4^+^ T-cells from naive and helminth-infected mice (Fig. 7f). To further evaluate the chromatin activity at these sites, we performed ChIP-seq for H3K27ac, a histone modification known to be associated with active enhancers and promoters of actively transcribed genes^42^. Absence of Bcl11b caused increased H3K27ac at both the −39 kb and −18 kb regions (Fig. 7f), suggesting that Bcl11b directly restricts expression of *Runx3* by binding to and deactivating upstream *Runx3* conserved enhancers in CD4^+^ T-cells. Further supporting our results is a recent publication in which deletion of the −39 kb *cis*-regulatory region bound by Bcl11b diminished the activity of a *Runx3*-reporter in CD8 SP thymocytes^43^. We also performed Bcl11b ChIP-seq in CD8-enriched thymocytes (mainly DP and CD8 SP thymocytes) and found Bcl11b binding at the −39 kb, −21 kb, and −18 kb *cis*-regulatory conserved sites, as well as at the P1 promoter (Fig. 7f), critical for expression of Runx3 in CD8^+^ T-cells^44^. Thus, in thymocytes, Bcl11b binds to the *cis*-regulatory regions located at −39 kb, −21 kb, and −18 kb and to the P1 promoter (Fig. 7f), while in naive and Th2 CD4^+^ T-cells Bcl11b binds only to the −39 kb and −18 kb conserved sites (Fig. 7f).

Finally, we evaluated Runx3 in CD4^+^ T-cells of mixed bone-marrow chimeric mice infected with *H. polygyrus bakeri*. We found that Runx3 was upregulated only in the CD4^+^ T-cells which had Bcl11b removed and not in WT cells (Fig. 7g, h), demonstrating that the upregulation of Runx3 in the absence of Bcl11b is intrinsic.

Thus these results demonstrate that Bcl11b directly restricts expression of *Runx3* in Th2 cells and in naive CD4^+^ T-cells by binding to and deactivating upstream *Runx3* enhancers.

## Discussion

In this study, we demonstrate that Bcl11b plays a critical role in the differentiation of Th2 cells in vivo. Bcl11b has been previously shown to repress GATA3 and IL-4 in Th17 cells during EAE^30^. In addition, Bcl11b^−/−^ CD4^+^ T-cells were shown to differentiate normally into Th2 cells in vitro, with their polarization being even slightly enhanced, compared to WT CD4^+^ T-cells^30^. However, in ILC2s, which are functionally similar to Th2 cells, Bcl11b was needed to sustain key type 2 transcription factors and cytokines and to block the ILC3 program^33^. We report here that Bcl11b is a critical transcription factor for licensing Th2 differentiation in vivo. Specifically, in response to allergen-induced asthma and intestinal helminth infection, CD4^+^ T-cells of *Bcl11b*^*fl/fl*^ dLck-iCre mice failed to efficiently differentiate into Th2 cells, despite the fact that they expanded normally. Consequently, *Bcl11b*^*fl/fl*^ dLck-iCre mice had reduced pulmonary pathology associated with the induction of allergic asthma, while having increased fecal egg burden following helminth infection. Transcriptome, chromatin accessibility and ChIP-seq analyses revealed the mechanisms by which Bcl11b regulated Th2 cell differentiation in vivo. In addition to the Th2 cytokines, GATA3 expression was reduced both at protein and mRNA levels. GATA3 has been shown to be indispensable for the initiation and propagation of Th2 differentiation^45^. The reduction in GATA3 was similar to the defects we previously found in the absence Bcl11b in ILC2s^33^, where, in addition, *Gfi1* and *Rora* were also downregulated. The reduction in GATA3 in ILC2s was shown to be dependent on diminished *Gfi1* expression. However, we did not find any changes in *Gfi1* expression in Bcl11b-deficient Th2 cells, suggesting that the control of Gfi1 by Bcl11b is cell-type dependent. We did find binding of Bcl11b to several conserved intronic regions of *Gata3* and non-coding sequences downstream of *Gata3* locus. Whether this binding has functional consequences, or if Bcl11b binds to these sites in ILC2s, remains to be established. The reduced IL-4 level in the absence of Bcl11b may also contribute to diminished *Gata3* expression, and it remains to be established what transcription factors mediate this regulation.

GATA3 itself is known to act at the Th2 LCR and at the *Il5 and Il13* gene promoters to enhance their transcription^46^. The Th2 LCR RHS V enhances *Il4* transcription through interactions with the *Il4* promoter, with GATA3 playing a central role in this process^10^. Bcl11b-ChIP-seq analysis showed no binding of Bcl11b at Th2-LCR, or Th2-cytokine promoters in Th2 cells; however, ATAC-seq showed reduced chromatin accessibility at the Th2 LCR RHS V and at the *Il5* and *Il13* promoters in the absence of Bcl11b. Thus the reduction in accessibility can be related, at least in part, to the decreased GATA3 levels in the absence of Bcl11b. In addition to the Th2 LCR and *Il4* promoter, *Il4* expression is also regulated through the *Il4* HS IV silencer, which functions to repress *Il4* expression in Th1 cells in vivo^11,12^. A second defect of Bcl11b^−^ T-helper cells during Th2 response was the high chromatin accessibility at the *Il4* HS IV silencer, much more than in WT Th2 cells, similar to Th1 cells. This increase was also seen in the naive state. We found that Bcl11b directly binds to *Il4* HS IV silencer in naive and CD4^+^ T-cells of mice infected with helminths, demonstrating that Bcl11b plays a critical role in directly limiting *Il4* HS IV silencer accessibility in Th2 and naive CD4^+^ T-cells. Previous studies have demonstrated that Runx3, normally expressed in Th1 cells and CD8^+^ T-cells, binds to the *Il4* HS IV silencer in Th1 cells and represses *Il4* expression^12^. In relation to this, Bcl11b^−^ T-helper cells from naive mice as well as from mice infected with helminths, had a third defect: showing a major elevation in Runx3 levels compared to Bcl11b-sufficient cells. In addition, Runx3 showed increased association with the *Il4* HS IV silencer in both Bcl11b^−^ CD4^+^ T-cells from naive and helminth-infected mice. Interestingly, the second motif that we identified as being bound by Bcl11b, “ACCACA”, appears to be a Runx binding motif^39^. Thus, absence of Bcl11b results in availability and increased accessibility of *Il4* HS IV silencer and elevated Runx3, which now can bind at the silencer. This, together with reduced levels of GATA3 cause diminished *Il4* expression and reduced ability to efficiently differentiate into Th2 lineage in vivo.

Runx3 has also been shown to be important in ILC1 and ILC3 development, but not in ILC2 development^44^. In ILC3s, Runx3 positively regulates *Rorc* expression, which in turn increases the expression of *Ahr*^44^. It remains to be established whether in Bcl11b-deficient ILC2s, Runx3 is derepressed in a manner similar to Bcl11b^−^ T-helper cells, which then may also contribute to the shift from ILC2 to ILC3 program^33^, a possibility which also exists in iNKT cells, where the absence of Bcl11b caused derepression of iNKT17 genes and reduction of the other iNKT cell subset genes^26^.

The disparities between the actions of Bcl11b on Th2 differentiation in vivo and in vitro have been of particular interest to us. We speculate that the constant supply of exogenous IL-4 during in vitro polarization is key to the observed changes, as previous reports have shown that certain defects in Th2 differentiation, such as those observed related to Notch signaling, can be compensated for in this way^4,47^. It is possible that by providing constant, high amounts of exogenous IL-4 during the in vitro polarization, a Bcl11b-deficient cell is able to gradually overcome its defect in IL-4 production and begins upregulating GATA3 to a level sufficient to compensate the defect, and the excess in Runx3 is eventually  overcame, allowing for the stabilization of the Th2 lineage in vitro.

We found that Bcl11b binds to several conserved *cis*-regulatory regions upstream of *Runx3*, namely at −39 kb, −21 kb, and −18 kb, as well as to the P1 promoter in CD8-enriched thymocytes, while in naive and Th2 CD4^+^ T-cells, it only bound to the −39 kb and −18 kb sites. Our finding that removal of Bcl11b results in enrichment of H3K27ac at the −39 kb and −18kb sites suggests that Bcl11b inactivates these enhancers in Th2 cells and likely in naive CD4^+^ T-cells. Very recently, in addition to our findings, Bcl11b was found to bind to the *Runx3* *cis*-regulatory regions −39 kb and −21 kb sites in total thymocytes^43^. When these regions were deleted, a reduction in *Runx3*-reporter expression was observed in CD8 SP thymocytes, indicating that these regions act as enhancers for *Runx3* in CD8 SP thymocytes^43^, and supporting the idea that in naive and Th2 cells, Bcl11b inactivates Runx3 enhancers, thus blocking its expression. It remains to be established whether Bcl11b binds to these *Runx3* *cis*-regulatory regions in DP, CD4 SP thymocytes, and/or CD8 SP thymocytes, given that the ChIP-seq analysis was conducted in total thymocytes^43^, and in CD8-enriched thymocytes (this study). Interestingly, Thpok was also found to bind to the −39 kb and −21 kb sites in total thymocytes^43^. We did not find any changes in Thpok mRNA levels in the absence of Bcl11b in Th2 cells. Thus *Runx3* repression in mature naive and Th2 CD4^+^ T-cells requires Bcl11b, and Thpok alone is likely not sufficient to exert this function. However, Thpok is essential in blocking Runx-dependent differentiation toward CD8 lineage^48^. We did not notice any increase in CD8^+^ T-cells versus CD4^+^ T-cells as a consequence of Runx3 upregulation, likely due to the fact that removal of Bcl11b occurred after commitment to CD4 SP and CD8 SP thymocytes. In addition, CD8 expression was not detected in CD4^+^ T-cells. It remains to be established how Bcl11b regulates Runx3 in Th1 cells and CD8^+^ T-cells, where Runx3 is expressed^49^.

Similar to ILC2s, in Th2 cells, Bcl11b is also required to repress type 3 program including *Rorc* and *Il17*, however different from ILC2s, the proteins could not be detected in Bcl11b^−^ Th2 cells, thus unlikely to participate in the phenotype. *Tbx21* and *Ifng* mRNAs, but not proteins, were also upregulated. Except for *Il17, Ifng*, and *Runx3*, Bcl11b did not bind any other Th17 or Th1 loci or adjacent non-coding regions.

Bcl11b also repressed expression of several myeloid genes, including those encoding Cd11b, Cd11c, and Fc receptors, as well as of some killer cell lectin-like receptors and also bound to *cis*-regulatory regions within or upstream of these genes, suggesting that Bcl11b may directly repress their expression in differentiating Th2 cells.

In conclusion, we established here that the absence of Bcl11b in naive and during Th2 response in vivo results in derepression of Runx3, as well as provision of access for Runx3 to the *Il4* HS IV silencer. These events, together with reduced GATA3, caused reduced chromatin accessibility at Th2 LCR, and Th2 gene promoters, further resulting in reduced Th2 differentiation. These results together suggest that Bcl11b primes naive CD4^+^ T-cells in such a way to be permissive for Th2 differentiation, and absence of Bcl11b causes a failure in efficient licensing of Th2 lineage.

## Methods

### Mice

*Bcl11b*^*fl/fl*^ dLck-iCre mice on a C57BL/6 were previously described^28^. All mice were raised and housed in pathogen-free conditions in the University of Florida Animal Facilities except mice infected with *H. polygyrus*, which were transferred to a BSL2 facility prior to infection. All experiments were conducted on 8–12-week-old male and female mice. All mouse work was approved by the University of Florida Institutional Animal Care and Use Committee. No statistical methods were used to predetermine sample size.

### Induction of allergic asthma by HDM extract

8–12-week-old mice were sensitized to house-dust-mite antigen by seven intraperitoneal injections of 100 μL PBS containing 50 µg HDM extract (*D. pteronyssinus*, Greer Labs) on days 1, 3, 5, 7, 9, 11, and 13. Then, on days 25, 26, and 27, mice were challenged intranasally (i.n.) with 20 μL PBS containing 50 µg HDM extract. Mice were anesthetized with isoflurane prior to each i.n. challenge. Mice were sacrificed on day 29.

### Lung digestion for isolation of leukocytes

Lungs were initially perfused through the right ventricle with 10 mL cold PBS. The lungs were then excised and placed in a C tube (Miltenyi Biotech) containing 5 mL cold PBS and subsequently minced on a gentleMACS Dissociator (Miltenyi Biotech). The lungs were then digested for 45 min at 37 °C with the addition of 0.2 Wünsch units/mL of Liberase TM (Roche) and 0.15 mg/mL DNase I (Roche). Digested tissue was filtered through a 70-μm strainer and washed with complete RPMI. Epithelial cells were removed by density separation using a 30%/70% discontinuous Percoll gradient.

### Helminth infection

8–12-week-old mice were infected with *H. polygyrus* via oral gavage with 200 μL water containing 200 L3 larvae. Fecal pellets were collected immediately before euthanasia on day 12 post infection, with the eggs/g feces serving as a readout of overall worm fitness.

### Isolation of leukocytes from the SILP

Small intestinal lamina propria preparation methodology was adapted from previous study^50^. Small intestines were flushed with cold PBS and PPs were removed and set aside. Tissue was cleaned and washed once with 5 mM DTT and thrice with 5 mM EDTA. SILP was then digested at 37 °C for 30 min with 0.2 Wünsch units/mL of Liberase TM (Roche) and 0.1 mg/mL DNase I (Roche). Digested tissue was filtered through a 70-μm strainer and washed with complete RPMI. Remaining epithelial cells were removed by density separation using a 30%/70% discontinuous Percoll gradient.

### Isolation of CD4^+^ T-cells from total leukocytes

For leukocytes prepared from lung tissue, CD4^+^ T-cells were purified by FACS, using a BioRad S3e Cell Sorter. For cells from the mesenteric and mediastinal lymph nodes, CD4^+^ T-cells were purified using Dynabeads Untouched Mouse CD4 Cell kit (Invitrogen).

### Enrichment of IL-4^+^CD4^+^ T-cells from total leukocytes

Labeling and enrichment of IL-4^+^ cells from pre-negatively selected CD4^+^ T-cells was performed using the Mouse IL-4 Secretion Assay kit from Miltenyi Biotech (#130-00-515). Enrichment was verified to be 40%, by flow cytometry.

### RNA-Seq

RNA was extracted from CD4^+^ T-cells purified from the mLNs of *H. polygyrus* infected mice or the mediLNs of asthmatic mice using RNeasy Plus Micro Kit (QIAGEN). cDNA libraries were prepared off-site and sequencing was performed on a NextSeq 500. Sequencing reads were processed and analyzed using a custom pipeline. Fastq files were initially trimmed using seqtk^51^. Quality of the fastq files were assessed via FastQC^52^. Trimmed reads were aligned to the mouse (mm10) genome using Hisat2^53^. Htseq^54^ was utilized to obtain transcript counts for each sample, which were then run through DeSeq2^55^ for differential analysis.

### ATAC-Seq

DNA from 50,000 CD4^+^ T-cells was extracted and processed for ATAC-Seq as described by others^40^. Library quality and adapter dimer contamination was assessed on a Bioanalyzer (Agilent, #5067-4626). Libraries were run as PE75 on a NextSeq 500. Data analysis was performed using a custom pipeline based on a modified version of a previously published method^56^. Fastq files were initially trimmed using Trimmomatic^57^, then read quality was assessed using FastQC as before^52^. Reads were aligned to the mouse (mm10) genome using Bowtie2^58^ and the resulting SAM file was pruned (*Q* > 30), converted into BAM format, and sorted using SAMtools^59^. Duplicate reads were identified and removed using Picard tools^60^. Peaks were called and bedgraph files were prepared using MACS2 peak calling software^61^. Bedgraph files were then visualized using Integrative Genomics Viewer (IGV)^62^.

### Bcl11b ChIP-Seq

ChIP-Seq against Bcl11b was performed on CD4^+^ T-cells using the SimpleChIP Enzymatic Chromatin IP Kit from Cell Signaling Technologies (#9003), following their recommended protocol up to the library preparation with the following alterations: (1) 10^7^ cells were used in place of 4 × 10^7^; (2) formaldehyde fixation was performed in 1 mL; (3) Buffer A and Buffer B steps were all performed in 1 mL; (4) 2 μl of 1:10 diluted Micrococcal nuclease was determined to give the optimum digestion results by titration; (5) cocktail of two anti-Bcl11b antibodies were used (8 μg ab18465 and 3 μg of CST #12120 per ChIP); (6) final DNA purification was performed by phenol:chloroform:isoamyl alcohol extraction with MaXtract high density columns (Qiagen #129046). Libraries were prepared using NEBNext DNA Library Kit (NEB, #E7645), with quality being determined as above. Libraries were run as SE75 on a NextSeq 500. Fastq analysis performed as with ATAC-Seq, but with single-end rather than paired-end settings.

### H3K27ac ChIP-Seq

ChIP-Seq against H3K27ac was performed on 100,000 CD4^+^ T-cells isolated from the lungs of HDM asthma-induced *Bcl11b*^*fl/fl*^ dLck-iCre and *Bcl11b*^*fl/fl*^ mice using the Low Cell ChIP-Seq kit from Active Motif (#104895), following their recommended protocol scaled to 100,000 cells. The antibody used was acetyl-histone H3 (Lys27) (D5E4) XP® Rabbit mAb from Cell Signaling Technologies (#8173) at the recommended 1:100 dilution. Libraries were run as SE75 on a NextSeq 500. Fastq analysis performed as with Bcl11b ChIP-Seq.

### Mixed bone-marrow chimeras

To generate mixed bone-marrow chimeras, CD45.1 mice were irradiated twice with 500 rads, 4 h apart, on the same day prior to reconstitution with cells from CD45.1/CD45.2 *Bcl11b*^*fl/fl*^ mice and CD45.2 *Bcl11b*^*fl/fl*^ dLck-iCre mice at a 1:1 ratio. Recipient mice were then left for a minimum of 8 weeks (the first two of which were on antibiotics), at which point they were used for experimentation.

### Cytokine stimulation for intracellular flow cytometry

For detection of cytokines by intracellular flow cytometry, cells were cultured at 37 °C and 5% CO_2_ for 4 h in IMDM media containing PMA (20 ng/ml) and Ionomycin (1 µg/ml). Brefeldin A (10 µg/ml) was added after 1 h. After incubation, cells were washed and stained with Fixable viability dye (Affymetrix) and surface markers. Cells were then fixed and permeabilized with Foxp3 Fix/Perm kit (Affymetrix, #00-5521), then subsequently stained for cytokines.

### Flow cytometry

Flow cytometry was performed on an BD LSR II, with data acquired using BD FACS DIVA software. All data were analyzed using FlowJo (TreeStar).

### Antibodies

The antibodies used either for staining for flow cytometry or for ChIP-seq and ChIP-PCR are shown in Table 1.

**Table 1:** Antibodies used in this study

Target	Clone	Source	Identifier	Concentration
Anti-mouse CD4	GK1.5	Affymetrix	48-0041	0.25 µg/100 μl
Anti-mouse CD4	GK1.5	BioLegend	100453	0.25 µg/100 μl
Anti-mouse CD8a	53-6.7	Affymetrix	25-0081	0.5 µg/100 μl
Anti-mouse CD8a	53-6.7	Affymetrix	47-0081	0.5 µg/100 μl
Anti-mouse CCR9	eBioCW-1.2	Affymetrix	11-1991	0.25 µg/100 μl
Anti-mouse CD44	IM7	Affymetrix	48-0441	0.25 µg/100 μl
Anti-mouse CD62L	MEL-14	Affymetrix	11-0621	0.5 µg/100 μl
Anti-mouse α4β7	DATK32	Affymetrix	17-5887	0.25 µg/100 μl
Anti-mouse CD11b	M1/70	Affymetrix	17-0112	0.125 µg/100 μl
Anti-mouse CD11c	N418	Affymetrix	12-0114	0.5 µg/100 μl
Anti-mouse GR-1	1A8-Ly6g	Affymetrix	11-9668	0.5 µg/100 μl
Anti-mouse Ly6C	HK1.4	Affymetrix	48-5932	0.25 µg/100 μl
Anti-mouse SiglecF	E50-2440	BD Pharmingen	562680	0.2 µg/100 μl
Anti-mouse IL-4	11B11	BioLegend	504125	0.4 µg/100 μl
Anti-mouse IL-5	TRFK5	Affymetrix	12-7052	0.25 µg/100 μl
Anti-mouse IL-13	eBio13A	Affymetrix	53-7133	0.25 µg/100 μl
Anti-mouse Gata3	L50-823	BD Pharmingen	560068	20 µl/100 μl
Anti-mouse Gata3	16E10A23	BioLegend	653808	5 µl/100 μl
Anti-mouse Rorγ(t)	AFKJS-9	Affymetrix	12-6988	0.5 µg/100 μl
Anti-mouse T-bet	4B10	BioLegend	644816	0.4 µg/100 μl
Anti-mouse Ki67	SolA15	Affymetrix	11-5698	0.25 µg/100 μl
Anti-mouse Runx3	R3-5G4	BD Pharmingen	564814	5 µl/100 μl
Fixable viability dye	N/A	Affymetrix	65-0865	0.1 µl/100 μl
Anti-mouse Runx3	Polyclonal	See ref.^63^	N/A	5 μl/1000 μl (ChIP)
Anti-mouse Ctip2	25B6	abcam	ab18465	8 μg/1000 μl (ChIP)
Anti-mouse Bcl11b	D6F1	Cell Signaling Technologies	12120	3 μg/1000 μl (ChIP)

### Statistical analyses

For non-sequencing experiments, differences between groups were calculated by a two-tailed Student’s *t*-test assuming unequal variance. For RNA-Seq experiments, significance was calculated by DeSeq2 with a false discover rate (FDR) cutoff of 0.05. For ATAC-Seq experiments, significant differences in enrichment between peaks was determined using an optimized MANorm script^64,65^ with the cutoff set at a minimum fold-change of 2 and significance of *p* *<* 0.05.

### Data availability

RNA-seq, ChIP-seq, and ATAC-seq data shown in this study have been deposited in the Gene Expression Omnibus (GEO) database with accession GSE99599 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE99599).

All other relevant data and reagents are available from the authors.

## Electronic supplementary material

Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

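The RNA-seq libraries analysed here are 8, from CD4+ T-cells of the mLNs of 4 Bcl11bfl/fl dLck-iCre and 4 WT mice infected with H. polygyrus bakeri. Genotypes and replicate numbers were taken from the deposited labels, which give each mouse a number of its own, so the numbers pair no mice. The numbers fall into a series in the 5000s and a series in the 9000s with 2 mice of each genotype in each, and the labels name more than 1 sequencing facility without saying which library came from which. Asthma, ChIP-seq and ATAC-seq samples were not analysed here.

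The authors deposited whole-number counts of reads per gene symbol, made by trimming with seqtk, alignment to mm10 with Hisat2 and counting with Htseq. These count files hold 24449 genes and 5 Htseq summary rows, which were left out of library sizes and tests. Of all reads in a file, 45.2% to 64.8% were counted on genes, 10.7% to 28.6% fell in no annotated feature, 12.4% to 21.9% aligned to more than 1 place, 3.44% to 9.53% did not align and 0.937% to 1.41% were ambiguous between genes; reads below Htseq's alignment quality were 0.371% to 1.87% in the 9000s and 0 in the 5000s. Because reads that align to more than 1 place were dropped, counts of genes with near-identical copies are uncertain. The authors also deposited normalized counts, a signal that equals each count divided by 1 DESeq2 size factor per library for the 17322 genes with at least 2 counts in the 8 libraries (checked: the product returns the counts within 1.34e-09), and their DESeq2 comparison of the same genes with log2 fold changes, standard errors, a Wald statistic (a score), p-values and adjusted p-values, the last given for 13628 genes. The DESeq2 design, its version and any shrinkage are not given in the sources used here, and coordinates are those of GENCODE M21 for the same build.

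Counts on genes ranged from 18156762 to 86920917 per Bcl11bfl/fl dLck-iCre library and from 15599664 to 63561310 per WT library, with 14949 to 15788 genes detected. At these depths a count of 0 allows up to 3 counts, or 0.0317 to 0.2 CPM depending on the library, counting error only. No 2 libraries of 1 genotype and series were copies of one library, since their counts differed by 27.1 to 322 times the sampling noise (chi-square per degree of freedom over genes with at least 20 counts).

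The genotypes were compared with the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3 (TMM normalization, genes kept by filterByExpr with its minimum count of 10, 12874 genes, Benjamini-Hochberg adjustment over them, threshold 0.05) without covariates, since the Methods name none. Log2 fold changes are Bcl11bfl/fl dLck-iCre over WT, and their standard errors were derived from the F statistic. The normalized counts printed beside them are the authors', with means and SDs computed here. Single genes were also compared by the exact two-sided permutation of log2(CPM + 1) over the 70 assignments of 4 of 8 libraries, whose smallest p is 0.0286, and over the 36 within the number series, whose smallest p is 0.0556. Each count of called genes was set against the 35 splits of the libraries into 4 and 4 and, with the number series as a block, the 18 splits that part each series evenly.

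The genes named in the text were fixed by a rule before the data were examined: Bcl11b; the genes whose mRNA or product the paper measures in CD4+ T-cells; Rora, Ahr, Stat6, Rad50, Satb1 and Ets1; the 5 largest rises and the 5 largest falls among called genes with a mean of at least 5 CPM and no overlap between the genotypes; Xist and 4 genes of the Y chromosome; and the genes of the marker lists. The p-values printed in Fig. 3 and Fig. 7 had been seen by then. Of the genes this rule names, 1 is not reported here. Other genes named were chosen after their values were seen. There were 13 marker lists fixed at the same time (B cells, plasma cells, monocytes with macrophages and neutrophils, dendritic cells, CD8 T-cells, NK cells, erythroid cells, stromal and endothelial cells, follicular helper T-cells, regulatory T-cells, naive T-cells, cycling cells, and Th2 genes other than those the paper names), scored by the mean of log2(CPM + 1) and tested by exact permutation with Benjamini-Hochberg adjustment over the lists; a list of basophil and mast-cell genes and a further list of regulatory T-cell genes were written later.

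The alternatives set before the data were examined were DESeq2 1.42.0, limma-voom (limma 3.58.1), DESeq2 size factors, library size alone or upper-quartile factors in edgeR, no filter on low counts, a filter of at least 5 CPM in at least 4 libraries, the number series as a block in edgeR and in DESeq2, each series alone, log2 CPM of Xist as a covariate, each library left out, and a threshold of 2-fold. DESeq2 with the block and shrunken fold changes, and the block with each library left out, were added afterwards.

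The tests were tried on simulated data with the same genes, library sizes, series means and dispersions, in which 200 of 12874 genes were changed 2-fold or 4-fold between 4 and 4 libraries. Without the block edgeR recovered 33.5% of the changed genes with 0 false calls, limma-voom 35.5% with 0 and DESeq2 62.0% with 8. With the block edgeR recovered 82.5% with 10 false calls and DESeq2 89.5% with 43.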

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

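The thinning test and the count of splits without the block were set before their results were seen; the tests on Gm12070, Hdc and regulatory T-cells and the count of splits with the block were chosen afterwards.

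The number series separates the libraries far more than the genotype does, a signal that the paper does not report. With genotype in the model, edgeR's quasi-likelihood test called 6771 of 12874 genes between the series, 3495 of them higher in the 9000s. Library size is argued against as the whole cause: after every library was thinned to 15599664 counts, the first principal component still held 63.8% of the variance and still parted the series, and 6155 genes were called. Sex, facility, experiment and processing by the authors stay open and cannot be told apart, because Xist and Y-chromosome counts follow the series and the sources used here tie no library to a facility or experiment. Of the Htseq classes, that of low alignment quality had 0 reads in every library of the 5000s. The split matters for the genotype. Of the 35 splits of the libraries into 4 and 4, the genotype split (24 genes) and the series split (6120 genes) gave at least 24 called genes, and the other 33 gave 0. The series split passes 24 genes through the series alone, so the count of 2 of 35 could not have been lower than that and decides nothing about chance. With the series as a block, the genotype split gave 621 genes and the other 17 balanced splits 0 each, but 1 of 18 is the smallest share that design allows, so chance is not excluded by either count.

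The largest rises and falls among called genes, by the rule fixed beforehand, are genes outside those the paper discusses, apart from Il4. The rises were Dnah7a (log2 fold change 3.45), Emid1 (3.10), Reck (2.37), Arvcf (2.34) and Cd7 (2.10), and the falls Hdc (-5.01), Lgals7 (-4.47), Stau2 (-2.95), Il4 (-2.68) and Fam213a (-1.86), at edgeR adjusted p between 0.00682 and 0.0488. Of the 12 alternatives other than leaving out a library, 8 called Cd7 and Il4 (adjusted p up to 0.108 and 0.0940), 10 called Dnah7a, Reck, Arvcf and Fam213a (up to 0.0780, 0.0574, 0.126 and 0.158), 11 called Emid1, Hdc and Stau2 (up to 0.0569, 0.0607 and 0.119) and all 12 called Lgals7 (up to 0.0492). Lgals7 had 57.7 ± 13.6 normalized counts (SD, n = 4) in Bcl11bfl/fl dLck-iCre against 1262 ± 508 (SD, n = 4) in WT libraries. In Dnah7a, 1 Bcl11bfl/fl dLck-iCre library (of 82619169 counts) stood apart from the others of its genotype, with 482 normalized counts against 387 to 398. The WT library of 63561310 counts stood apart in the same way in the follicular helper T-cell score, at 4.40. These are 2 of 112 groups of 4 libraries tested. Chance gives about 5.6 for values from 1 population, which does not hold where the 2 number series in a group differ, and no biological explanation was tested for them.

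Hdc encodes histidine decarboxylase, which basophils and mast cells express, so these cells, carried through the negative selection in WT libraries, were weighed as a source. Their genes Mcpt8, Cpa3 and Fcer1a together had 2.55 to 14.4 CPM over the 8 libraries. If they brought Hdc with a stable profile, its ratio to these genes would not differ between the genotypes. The log2 ratio, with 1 CPM added to each side, was -1.24 ± 0.80 (SD, n = 4) in Bcl11bfl/fl dLck-iCre and 1.83 ± 1.59 (SD, n = 4) in WT libraries. The difference of -3.07 had p = 0.0286 in an exact two-sided permutation test. That argues against these cells as the whole source of the fall. The list of 8 basophil and mast-cell genes had a score -0.40 apart (Bcl11bfl/fl dLck-iCre minus WT, 7 of 8 genes lower; exact permutation p = 0.0857), while Kit, its most abundant gene, had 48.8 CPM in Bcl11bfl/fl dLck-iCre and 24.2 CPM in WT libraries. A difference in Th2 cells themselves, which the genotype could bring, stays open.

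Foxp3 was not discussed by the paper for these libraries and had a log2 fold change of 1.33 (edgeR adjusted p = 0.0397, and 1.33 with 0.00220 with the block; chosen after its values were seen), with 7140.1 ± 504 normalized counts (SD, n = 4) in Bcl11bfl/fl dLck-iCre and 2848 ± 587 (SD, n = 4) in WT libraries. The regulatory T-cell list, 7 genes fixed beforehand, had a score 0.67 higher on the log2 scale in Bcl11bfl/fl dLck-iCre libraries (6 of 7 genes higher and Il10 lower), with every Bcl11bfl/fl dLck-iCre library above every WT library (exact two-sided permutation test, p = 0.0286, adjusted over the 13 lists p = 0.186), 0.45 in the 5000s and 0.89 in the 9000s. It does not pass the correction, which no list could do unless at least 8 of the 13 had the smallest p that 4 libraries against 4 allow, so this failure says nothing about the list. A lower share of B-lineage RNA would raise T-cell genes alike and stays open. The regulatory and follicular helper T-cell scores moved apart by 0.67 (exact permutation p = 0.0286), but the follicular helper T-cell genes went both ways (2 higher, 5 lower), and the naive T-cell score rose by 0.75 (6 of 6 genes higher; exact permutation p = 0.0571), as such a share would bring. A larger share of regulatory T-cells is a hypothesis: a further list of 12 of their genes, none in the first, was also higher, by 0.50 (10 of 12 genes; exact permutation p = 0.0286, adjusted over the 2 lists written later p = 0.0571), while Ebi3 and Swap70 were lower. CD4+ T-cells other than regulatory ones can express genes of both lists, and higher transcription of them per cell stays open, since bulk libraries do not separate the 2.

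Gm12070 was the only gene of 12874 called for a genotype effect that differed between the series (edgeR interaction of genotype and series, log2 difference 7.30, adjusted p = 0.00862). Of the tested genes, 464 had an unadjusted p under 0.05. With 2 libraries of each genotype in each series, the lack of a call does not show equal effects. Gapdh, for instance, had an interaction of -3.68 without a call (edgeR adjusted p = 0.193). Gm12070 had 20295 and 21733 counts in the Bcl11bfl/fl dLck-iCre libraries of the 9000s and 6 to 89 in the other 6. It is a processed pseudogene of Gapdh on chromosome 11 of mm10 from 26786633 to 26787634, and 94.8% of the 50-base stretches of its transcript occur in Gapdh transcripts. In the same 2 libraries Gapdh had 713 and 761 counts, against 3923 and 4146 in the WT libraries of that series. Reads shared between Gapdh and its pseudogene are a candidate explanation, for instance through a sequence variant that moves Gapdh reads to the copy; it fits both shifts, was found from these values, and a variant was not tested since the reads were not analysed here. The 2 genes together still had 8303 normalized counts on average in those libraries and 2391 in the WT libraries of the series, so a real rise stays open too.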

How the results depend on the processing

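DESeq2 with the block and shrunken fold changes, and the block with each library left out, were chosen after seeing the data; all other alternatives were set beforehand. Where no cause is named, the cause was not tested.

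The number of called genes moved most. Against 24 (16 higher, 8 lower) in edgeR without the block, DESeq2 gave 399 (203 higher, 196 lower), the block 621 (365 higher, 256 lower), Xist as a covariate 585 (350 higher, 235 lower), DESeq2 with the block 1508 (791 higher, 717 lower) and with shrunken fold changes 1462 (768 higher, 694 lower). The 5000s alone gave 7 (4 higher, 3 lower) and the 9000s alone 169 (81 higher, 88 lower), each with 4 libraries. Library size alone gave 7 (2 higher, 5 lower), so 28.6% of the calls were higher rather than 66.7%; it shifted the median log2 fold change of all genes by -0.05. The filter of 5 CPM in 4 libraries gave 16 (11 higher, 5 lower), with 4 of the 24 no longer tested. All 24 were among the calls of DESeq2 without and with the block and of edgeR with the block, and they kept their direction in every alternative that tested them. With each library left out, the calls ranged from 0 to 5 (0 to 3 higher, 0 to 4 lower) without the block. Libraries are named here by their counts on genes. Of the Bcl11bfl/fl dLck-iCre libraries, leaving out that of 18156762, 22412929 or 86920917 counts left 2 called genes, and that of 82619169 counts left 0 in edgeR, with 955 genes at an unadjusted p under 0.05. Of the WT libraries, leaving out that of 17335974 or 63561310 counts left 5, that of 15599664 left 3 and that of 47181105 left 1. With the block and a library left out, they ranged from 197 (without the Bcl11bfl/fl dLck-iCre library of 82619169 counts) to 1380 (without the WT library of 17335974), from 136 to 703 higher and from 54 to 677 lower, and all 24 stayed called. The other counts with the block were 228 and 210 without the Bcl11bfl/fl dLck-iCre libraries of 22412929 and 86920917 counts, 472 without that of 18156762, and 309, 271 and 315 without the WT libraries of 15599664, 47181105 and 63561310. A threshold of 2-fold, DESeq2 size factors, upper-quartile factors, limma-voom and no filter on low counts left the count within 1.5 times of 24.

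Of the genes of the claims, Il4 lost its call under library size alone (log2 fold change -2.73, edgeR adjusted p = 0.0827), upper-quartile factors (-2.66, 0.0535), the filter of 5 CPM (-2.68, 0.0519), the 5000s alone (-2.99, 0.0940) and with each library left out without the block (over fits without and with the block, -3.11 to -2.45). Over the 12 alternatives other than leaving out a library its adjusted p ran from 3.43e-20 to 0.0940. Calls gained were, with the block in edgeR, Il5 (-5.00), Il13 (-2.79) and Runx3 (0.69); with Xist as a covariate, Il5 (-4.90) and Runx3 (0.75); with DESeq2, Il5 (-4.17); and in the 9000s alone, Il5 (-8.50). DESeq2 with the block, and the same with shrunken fold changes, gained Bcl11b (-0.57 and -0.53), Gata3 (-0.88 and -0.78), Il5 (-5.26 and -1.28), Il13 (-2.80 and -1.67), Ccr6 (0.90 and 0.78), Tbx21 (0.63 and 0.56) and Runx3 (0.69 and 0.67). Il17a and Il23r were not called in any of them. With a library left out, with and without the block, Gata3 ran from -1.02 to -0.60 and was called with the block without the WT library of 17335974 or 15599664 counts, Il5 from -5.80 to -3.80 and was called with the block without the WT library of 17335974 or the Bcl11bfl/fl dLck-iCre library of 18156762, Il13 from -4.24 to -1.48 and was called with the block without the WT library of 17335974 or the Bcl11bfl/fl dLck-iCre library of 86920917, Ccr6 from 0.71 to 1.21 and was called with the block without the WT library of 47181105, and Runx3 from 0.52 to 0.88, called with the block throughout. Ifng ran from -0.20 to 0.77 and was never called. Bcl11b ran from -0.91 to -0.19, the latter without the block and without the WT library of 17335974 counts. Il23r ran from 0.45 to 1.43. Neither Bcl11b nor Il23r was called in edgeR with a library left out.

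Besides Ifng, directions changed for 4 genes that were not called (-0.011 for Spi1, -0.049 for Zbtb7b, -0.32 for Cd8a, 0.21 for Satb1). Spi1 was 0.041 in limma-voom, 0.016 with upper-quartile factors, 0.079 in the 9000s alone and -0.32 to 0.26 with a library left out. Zbtb7b was 0.061 in limma-voom, 0.00833 with the block, 0.010 in DESeq2 with the block and 0.00833 with shrunken fold changes, 0.092 in the 9000s alone, 0.14 with Xist and -0.49 to 0.39 with a library left out. Cd8a was 0.18 in the 5000s alone and -0.87 to 0.050 with a library left out, and Satb1 -0.0055 to 0.48. Of the marker lists, scores changed sign for dendritic cells (-0.021 with library size alone, -0.010 with a pseudocount of 5 CPM, -0.19 to 0.21 with a library left out), CD8 T-cells (-0.17 to 0.26), NK cells (-0.067 to 0.41) and follicular helper T-cells (0.044 with a pseudocount of 5 CPM, -0.20 to 0.080 with a library left out). No list passed the adjusted threshold in any setting, which says nothing about stability: within the number series the smallest p is 0.0556, and over all libraries a list at the smallest p of 0.0286 passes only if at least 8 of the 13 are there.

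Depth limits the low genes. Il5 had 0 to 6 counts in Bcl11bfl/fl dLck-iCre libraries, and its log2 fold change in the 9000s alone (-8.50) rests on 1 and 0 counts there. Il17f could not be tested in the 5000s alone, where edgeR's filter removed it. No paired analysis was possible because the genotypes share no replicate number.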

Differences from the paper's values

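The adjusted p-values that the paper's figures give for total CD4+ T-cells of helminth-infected mice, read by eye, are more than 1.5 times lower than those of edgeR's quasi-likelihood test without the block for all genes compared here except Ifng. The paper's values come from DESeq2. The paper gives for Il4 about 19 as -log10 of the adjusted p in Fig. 3a, read by eye, against 1.31 here (adjusted p = 0.0488). It gives for Il5 about 0.0011 in Fig. 3a, read by eye, against 0.244 here, for Il13 about 5.2 as -log10 of the adjusted p in Fig. 3a, read by eye, against 0.189 here (adjusted p = 0.647) and for Gata3 about 0.0021 in Fig. 3a, read by eye, against 0.307 here. Of the Th17 and Th1 genes, the paper gives for Ccr6 about 0.0067 in Fig. 3b, read by eye, against 0.276 here, for Il23r about 0.13 in Fig. 3b, read by eye, against 0.748 here, for Il17a about 0.06 in Fig. 3b, read by eye, against 0.463 here and for Tbx21 about 0.036 in Fig. 3c, read by eye, against 0.574 here. The paper gives for Runx3 about 11 as -log10 of the adjusted p in Fig. 7a, read by eye, against 0.199 here (adjusted p = 0.633). Whether values differ by more than 1.5 times was judged on p.

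Of the alternatives set before the data were examined, DESeq2 with the number series as a block comes within 1.5 times of the paper's value for Il13 (4.25e-06), Gata3 (0.00164), Ccr6 (0.00594), Il23r (0.127), Il17a (0.0555) and Tbx21 (0.0337), and the 9000s alone for Il23r (0.113). None of them does so for Il4, Il5 or Runx3, where DESeq2 with the block gave 3.43e-20, 3.24e-07 and 3.10e-10. The rest of the alternatives set beforehand differ by more than 1.5 times for all of these genes. With a library left out, an alternative chosen after seeing the values, edgeR with the block came within 1.5 times for only 1 of them, Il23r, at 0.148 without the Bcl11bfl/fl dLck-iCre library of 18156762 counts and 0.146 without the WT library of 15599664. DESeq2 with the block and shrunken fold changes, chosen after seeing the values, gave 0.000945 for Il5, within 1.5 times, and 5.02e-20 for Il4 and 1.11e-10 for Runx3, which are not; it drops 42 of the 1501 genes called in the authors' deposited table.

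The paper reports a large number of changed mRNAs, and edgeR without the block called 24 of 12874 genes; edgeR with the block called 621, DESeq2 399 and DESeq2 with the block 1508. The paper calls Il5, Il13, Gata3, Ccr6, Tbx21 and Runx3 changed, and edgeR without the block calls none of them. Il5 is called by DESeq2, edgeR with the block, Xist as a covariate, the 9000s alone and DESeq2 with the block; Il13 by edgeR and DESeq2 with the block; Runx3 by both and with Xist as a covariate; and Gata3, Ccr6 and Tbx21 by DESeq2 with the block and no other alternative set beforehand. With a library left out, edgeR with the block also calls Il5, Il13, Gata3 and Ccr6 in some fits and Runx3 in all 8, and DESeq2 with the block and shrunken fold changes, chosen after seeing the values, calls all of these genes. Il4, which both call, and the directions of all of these genes are the same in the 2 analyses. The authors' deposited log2 fold changes had a Pearson correlation of 0.999 with those of DESeq2 with the block and shrunken fold changes. That fit shares 1459 of their 1501 calls, and DESeq2 without the block shares 385. The deposited table thus follows a fit with the block, and the calls missing without it go at least in part with that difference of model.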

Other observations

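The tests by marker lists were set before their results were seen; splitting the myeloid and NK genes into parts and comparing single genes of a list with them was chosen afterwards.

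The paper reports higher mRNAs of myeloid genes and killer cell lectin-like receptors in the absence of Bcl11b without naming in its text the libraries they come from. In the mLN libraries of helminth-infected mice, the log2 fold changes without and, in parentheses, with the number series as a block were Fcer1g 3.68 (3.89), Fcgr3 2.27 (2.37), Itgam 1.58 (1.56), Itgax 0.91 (0.91), Klrd1 2.61 (2.78) and Klrc1 1.13 (1.36). None passed the threshold of edgeR's quasi-likelihood test without the block (adjusted p 0.0934 to 0.864), and all 6 did with it (adjusted p 2.27e-05 to 0.0499). Fcer1g had 9148 ± 5740.2 normalized counts (SD, n = 4) in Bcl11bfl/fl dLck-iCre and 709 ± 575 (SD, n = 4) in WT libraries, with no overlap. Cells carried through the negative selection were weighed as a source. B cells are argued against, since their list of 12 genes had a score of -0.76 (Bcl11bfl/fl dLck-iCre minus WT; 9 of 12 genes lower, exact permutation p = 0.0571). For Fcer1g and Fcgr3, monocytes, macrophages or neutrophils are argued against as the whole source: with the block the 9 tested genes of their list changed by -0.45 to 1.51 (median 0.76), all below Fcer1g and Fcgr3, although a source with a stable profile would raise its own genes as much. Their most abundant gene, Lyz2, had 336 CPM in Bcl11bfl/fl dLck-iCre and 178 CPM in WT libraries. For Itgam and Itgax these cells cannot be told apart from T-cells, because the list rose as well (0.37, 9 of 12 genes higher; exact permutation p = 0.486, and within the number series p = 0.0556, the smallest possible) while its highest gene came near Itgam and above Itgax. For Klrd1, NK cells are argued against as the whole source, since the 7 tested genes of their list changed by at most 1.17 with the block. For Klrc1 they cannot be told apart. The list score rose by 0.15 (exact permutation p = 0.657, within the number series p = 0.333) with members going both ways. With the block the highest gene of the list, Klrb1c, came close to Klrc1 (1.17, chosen after its values were seen). The median of the 7 tested genes was 0.21 and Ncr1 had 0.56 (chosen after its values were seen), both below Klrc1. Expression of Fcer1g, Fcgr3, Itgam, Itgax, Klrd1 and Klrc1 by the CD4+ T-cells of Bcl11bfl/fl dLck-iCre mice stays open as the biological explanation.

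Other genes that the paper measures by other means or in other samples, or only discusses, gave these log2 fold changes in the mLN libraries, without and, in parentheses, with the number series as a block. None passed the threshold of edgeR with or without it. Rora 0.66 (0.67) and Ahr 0.66 (0.68) were higher in every Bcl11bfl/fl dLck-iCre library than in every WT library (exact two-sided permutation test, p = 0.0286 for each). Ccr9 -0.51 (-0.49) had edgeR adjusted p-values of 0.843 and 0.374, where the paper reports more CCR9 on Bcl11b-deficient CD4+ T-cells (Supplementary Figure 2h). Gfi1 -0.47 (-0.44), Rad50 -0.24 (-0.25) and Il17f 1.05 (1.27) overlapped between the genotypes over all libraries, but within each series both Bcl11bfl/fl dLck-iCre libraries lay on the same side of both WT libraries, lower for Gfi1 and Rad50 and higher for Il17f. Without the block their edgeR adjusted p-values were 0.855, 1.000 and 0.955, and with it 0.0863, 0.0882 and 0.0761. Of these, DESeq2 with the block calls Rora (adjusted p = 0.00536), Ahr (0.0113), Gfi1 (0.0188) and Il17f (0.0310) but not Rad50 (0.0634), and the authors' deposited table calls all 5 (adjusted p = 0.00557, 0.0124, 0.0158, 0.0326 and 0.0449). For Gfi1 the paper reports no change in IL-4-enriched CD4+ T-cells of asthmatic mice. Zbtb7b -0.049 (0.0083), Spi1 -0.011 (-0.069), Cd8a -0.32 (-0.18), Cd8b1 0.32 (0.32), Satb1 0.21 (0.21), Ets1 0.27 (0.32), Mki67 -0.52 (-0.53) and Stat6 0.24 (0.24) overlapped between the genotypes over all libraries and in at least 1 series, with an exact two-sided permutation p of 0.114 for Stat6 and higher for the others.

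The 13 marker lists fixed beforehand gave these differences in score, Bcl11bfl/fl dLck-iCre minus WT, with exact two-sided permutation p-values and their adjustment over the lists: B cells -0.76 (p = 0.0571, adjusted 0.186), plasma cells -1.15 (p = 0.0857, adjusted 0.223), monocytes with macrophages and neutrophils 0.37 (p = 0.486, adjusted 0.702), dendritic cells 0.00135 (p = 0.971, adjusted 0.971), CD8 T-cells 0.087 (p = 0.800, adjusted 0.945), NK cells 0.15 (p = 0.657, adjusted 0.854), erythroid cells -0.13 (p = 0.143, adjusted 0.310), stromal and endothelial cells -0.33 (p = 0.429, adjusted 0.696), follicular helper T-cells -0.00586 (p = 0.971, adjusted 0.971), regulatory T-cells 0.67 (p = 0.0286, adjusted 0.186), naive T-cells 0.75 (p = 0.0571, adjusted 0.186), cycling cells -0.39 (p = 0.343, adjusted 0.637) and Th2 genes other than those the paper names -0.62 (p = 0.0286, adjusted 0.186). None passed, and with so few libraries none could on its own. In exact permutations within the number series, the lists of B cells, of monocytes with macrophages and neutrophils, of regulatory and naive T-cells and of Th2 genes had p = 0.0556, the smallest possible, and the other 8 lists at least 0.111. The last of the 13 was below every WT library in every Bcl11bfl/fl dLck-iCre library, with 8 of the 10 genes detected lower and Maf, its most abundant, at 106 CPM in Bcl11bfl/fl dLck-iCre and 129 CPM in WT libraries. The median difference of the genes in this Th2 list was only -0.13, so its score rests on part of the list. The score differed by -0.94 in the 5000s and -0.29 in the 9000s. The plasma-cell list had all 5 detected genes lower, and Jchain alone took 0.336% to 2.77% of the counts on genes. Il10 is in both the regulatory T-cell list and the list of Th2 genes, and CD4+ T-cells express genes of the lists of regulatory, naive, follicular helper, cycling and Th2 cells by nature. Cd8a, Cd8b1 and Mki67 are also genes the paper measures.

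Over the 17322 genes of the authors' deposited table, log2 fold changes had a Pearson correlation across genes of 0.999 with those of DESeq2 with the block and shrunken fold changes, an alternative chosen after seeing the data, and of 0.65 with those of DESeq2 with the block alone; genes are not independent replicates. Of the 1501 genes that the table calls, DESeq2 with the block shares 1468, DESeq2 without it 385, edgeR with the block 619 and edgeR without it 24. Groups of 4 that do not overlap were found for 797 of 12874 genes, or 6.19%, where chance gives 2.86% if the number series is ignored.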
